# High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress

**DOI:** 10.3389/fphys.2020.588313

**Published:** 2021-01-13

**Authors:** Heather Ikert, Michael D. J. Lynch, Andrew C. Doxey, John P. Giesy, Mark R. Servos, Barbara A. Katzenback, Paul M. Craig

**Keywords:** microRNA, high throughput sequencing, acute stress, non-lethal, blood plasma, mucus, water, *Oncorhynchus mykiss*

## Abstract

Circulating plasma microRNAs (miRNAs) are well established as biomarkers of several diseases in humans and have recently been used as indicators of environmental exposures in fish. However, the role of plasma miRNAs in regulating acute stress responses in fish is largely unknown. Tissue and plasma miRNAs have recently been associated with excreted miRNAs; however, external miRNAs have never been measured in fish. The objective of this study was to identify the altered plasma miRNAs in response to acute stress in rainbow trout (*Oncorhynchus mykiss*), as well as altered miRNAs in fish epidermal mucus and the surrounding ambient water. Small RNA was extracted and sequenced from plasma, mucus, and water collected from rainbow trout pre- and 1 h-post a 3-min air stressor. Following small RNA-Seq and pathway analysis, we identified differentially expressed plasma miRNAs that targeted biosynthetic, degradation, and metabolic pathways. We successfully isolated miRNA from trout mucus and the surrounding water and detected differences in miRNA expression 1-h post air stress. The expressed miRNA profiles in mucus and water were different from the altered plasma miRNA profile, which indicated that the plasma miRNA response was not associated with or immediately reflected in external samples, which was further validated through qPCR. This research expands understanding of the role of plasma miRNA in the acute stress response of fish and is the first report of successful isolation and profiling of miRNA from fish mucus or samples of ambient water. Measurements of miRNA from plasma, mucus, or water can be further studied and have potential to be applied as non-lethal indicators of acute stress in fish.

## Introduction

Fish experience acute stress when they are exposed to air. This causes a cholinergic response within seconds to minutes and an adrenergic response within minutes to hours (Wendelaar Bonga, 1997; Tort, 2013; Balasch and Tort, 2019; Cadonic et al., 2020). Molecular regulation of this stress response is well studied in fish, however, the role of miRNA in this response is a nascent field of study. MicroRNAs are short, 22-nucleotide long, non-coding RNA that decrease stability and translation of mRNA (Lee et al., 1993; Ruvkun et al., 1993; Bartel et al., 2003). MicroRNAs regulate the response of fish in a tissue-specific manner to a variety of stressors, such as hypoxia in tilapia (Qiang et al., 2020), contaminant exposure in carp (Liu et al., 2020a, b), and overcrowding in rainbow trout (Gonçalves et al., 2020). Additionally, miRNAs are measurable in blood plasma of fish and specific miRNAs are differentially expressed following exposure of rainbow trout to air (Cadonic et al., 2020). However, the entire plasma miRNA response to acute stress has not yet been characterized. It is also unknown how changes in profiles of miRNAs in blood plasma of fishes target known genes and molecular pathways of the acute stress response.

Non-lethal sampling of plasma from fish can conservatively occur up to a maximum of 1 mL per kg of body mass (Canadian Council on Animal Care, 2005; Hawkins et al., 2011). Therefore, non-lethal measurements of miRNA in blood plasma of large fishes can be made. However, when measuring miRNA from smaller or endangered species, an alternative method would be more appropriate. Epidermal mucus of fishes has been used as a sampling location for indicators of acute stress. These include cortisol, stress-related proteins, enzymes, glucose, and lactate levels (Easy and Ross, 2010; Guardiola et al., 2016; Fernández-Alacid et al., 2019). Furthermore, miRNAs are known to be excreted from tissue and fluids in exosomes (Valadi et al., 2007; Skog et al., 2008; Zernecke et al., 2009; Kosaka et al., 2010; Zhang et al., 2010), associated with proteins (Wang et al., 2010; Arroyo et al., 2011; Turchinovich et al., 2011; Vickers et al., 2011), or by passively leaking from a site of injury (Chen et al., 2008; Mitchell et al., 2008). Therefore, in order to provide a representation of the stress status of smaller fishes, mucus is a potential matrix for non-lethal sampling of miRNA. However, miRNAs have never been measured in mucus of fishes and if present, it is unknown whether patterns of relative concentrations of miRNAs change following acute stress, as it does in blood plasma.

Collection of mucus requires fish to be handled and animal guidelines recommend minimizing the removal of epidermal mucus (Canadian Council on Animal Care, 2005). Therefore, to measure changes in miRNA both non-lethally and non-invasively, one of the study objectives was to determine if miRNA can also be measured from ambient water samples. Nucleic acids, in the form of environmental DNA (eDNA), can be measured from water samples and that DNA originates from epithelia, blood, urine, feces, and gametes of fishes, which are all locations that contain miRNA (Höss et al., 1992; Valiere and Taberlet, 2000; Ficetola et al., 2008; Jerde et al., 2011). In humans, profiles of relative concentrations of miRNA in tissues are reflected in excreted fluids (Cui and Cui, 2020; Park et al., 2020). Therefore, profiles of miRNA present in water external to fishes might be related to miRNA profiles in blood. If this supposition is correct, there might be no need to capture fish or collect samples of blood or mucus to assess status and trends in the physiological state of stress. A concern when measuring RNA in the environment is its instability, as mRNA have an average half-life of 5 min (Moran et al., 2013). However, miRNAs have a half-life of 5 days and are protected by exosomes or associated proteins (Gantier et al., 2011). Therefore, there is potential for miRNA to be measured in water and their abundance to be altered following stress, however, this has not yet been measured.

The objective of this study was to determine how miRNA profiles of rainbow trout are altered in non-lethal samples in response to acute stress. First, it was hypothesized that the pattern of relative concentrations of miRNAs in plasma of rainbow trout would be altered following acute stress and this response would be linked to known molecular responses to stress. Second, it was hypothesized that rainbow trout miRNAs would be present and measurable in epidermal mucus and water and miRNA abundances would be altered following acute stress. Third, it was hypothesized that there would be differentially expressed miRNAs in common in plasma, mucus, and water, which would provide evidence that external profiles of miRNA are representative of internal changes in miRNA. To test these hypotheses, samples of blood plasma, epidermal mucus, and water were collected from rainbow trout (*Oncorhynchus mykiss*) prior to and following exposure to 3 min of air. RNA was extracted and differentially expressed miRNAs identified in all three matrices, by use of high throughput sequencing, followed by pathway analysis of altered plasma miRNA targets, and qPCR validation. MicroRNA was further developed as a non-lethal measure of stress in fishes and the foundation was laid for further development of mucus and water miRNA as non-lethal measures of fish stress.

## Materials and Methods

### Animals and Experimental Design

Rainbow trout (*Oncorhynchus mykiss*) were procured from Silver Creek Aquaculture (Erin, ON, Canada) or donated by the Ontario Ministry of Natural Resources and Forestry. All experimental procedures were approved and conducted per the University of Waterloo and the Canadian Council of Animal Care guidelines (Animal Utilization Project Protocol #40315). Fish were housed in the University of Waterloo Aquatic Facility (Waterloo, ON, Canada), with a 12 h:12 h light-dark cycle, and fed daily with EWOS Vita (Floating Complete Fish Food for Salmonids) to satiety. Water was maintained at 13.5 ± 0.7°C, pH 8.85, ∼2000 μS, in well-aerated water. Fish were maintained at a density of four fish per 200 L tank. Experimental fish had a mean length of 30.5 ± 3.9 cm and a mass of 322 ± 138 g. Water flow was maintained at 3.6 ± 0.1 L/min. Flow through loading of the tanks was 0.350 ± 0.057 kg/L/min.

Control samples of plasma and epidermal mucus were collected from two rainbow trout and then water samples were collected from a tank containing two remaining fish (control samples). The remaining two rainbow trout were held out of water for 3 min. One hour following the 3-min in air, water was collected from the tank containing the stressed fish (1 h post-stress water sample). Immediately following collection of water, blood plasma and epidermal mucus were obtained (1 h post-stress mucus and blood samples). To ensure that both the adrenergic and cholinergic stress responses had occurred or were occurring, samples were collected 1-h post stress. Also, due to the water flow maintained in the tanks, an entire tank turnover was completed after 1 h. Three experimental replicates of the air stress experiment were performed (Figure 1).

**FIGURE 1:**
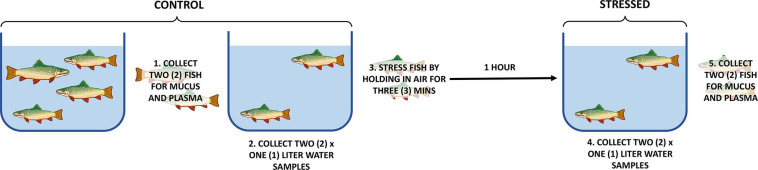
Experimental design. This experiment was performed in triplicate. Plasma and mucus from one pre-stress fish and one post-stress fish were sequenced from each experimental replicate. One pre-stress water sample and one post-stress water sample were sequenced from each experimental replicate. The experimental order of sample collection was organized so that the same density of fish was present in the tank when the water collections occurred.

For collection of blood and mucus, fish were euthanized in a buffered MS-222 solution (0.5 g/L MS-222 in 1 g/L NaHCO_3_). Mucus was collected by scraping epidermal mucus from the left side of rainbow trout, being cautious not to introduce any foreign DNA or RNA. This was accomplished by using a new pair of gloves cleaned with 70% ethanol, using one hand to secure the trout by holding by the mouth and gill operculum, and using the other hand to scrape the mucus into a 2 mL cryotube. Mucus was placed on dry ice and stored at −80°C until analysis. Blood was collected by caudal puncture using a 23 G needle fitted onto a 1 mL syringe and pre-coated with 0.5 M EDTA. One mL of blood was added to a 2 mL microcentrifuge tube containing 10 μL of 0.5 M EDTA to prevent coagulation. Blood was stored on ice until centrifugation at 1,300 × *g* for 10 min at 4°C to collect plasma. Plasma was aliquoted into 200 μL and stored at −80°C until RNA extraction. Only samples with no visible lysis were used for RNA extraction and sequencing.

Water was collected in 1 L amber bottles sterilized with 10% bleach for 20 min, rinsed three times with ultrapure water, and autoclaved. Care was taken to collect water from the tank without introducing DNA or RNA. For example, the net used to capture and move fish during the 3 min air stress was placed into the water before control water samples were collected so that there would be no new nucleic acids introduced from the net. Samples of water were stored at 4°C until filtered within 3 h of collection. Samples were filtered onto 0.45 μm cellulose nitrate filters (Thermo Scientific^TM^ 1450045) in a sterilized laminar flow hood using a peristaltic pump. Filters were placed in 5 mL tubes on dry ice and stored at −80°C.

### Stress Assessment

To validate that rainbow trout experienced a physiological response to the acute stress treatment, cortisol, lactate, and glucose in plasma were measured. To measure plasma cortisol, plasma samples were thawed on ice, diluted by a factor of ten, and cortisol was quantified using the Cortisol Saliva ELISA kit (TECO, Switzerland). To measure plasma lactate, plasma was thawed on ice, samples and standards were deproteinized by adding 200 μL ice cold 6% perchloric acid, incubating on ice for 5 min, and centrifuging for 2 min at 18,000 × *g* at 4°C. The supernatant was brought to a pH between 6.5 and 8.0 using potassium hydroxide and centrifuged at 18,000 × *g* for 15 min at 4°C. The supernatant was added to the 96 well plate in triplicate and the reaction cocktail (320 mM glycine, 320 mM hydrazine monohydrate, 2.4 mM NAD+, 2 U/mL LDH) was added to a 96 well plate. A kinetic assay at 340 nm was run and lactate quantified (Bergmeyer, 1974). To measure plasma glucose, plasma was brought to room temperature, 4 μL was placed on a cleaned glass slide and an Accu-Chek Aviva Nano glucose monitor was used per the manufacturer’s directions. Duplicate measurements were conducted on each sample. Data were tested for normality and equal variance. One-tailed *t*-tests were conducted on this data comparing control and stressed plasma samples. These data were tested with 95% confidence (*n* = 3).

### MicroRNA Extraction and Sequencing

MicroRNAs were extracted from blood plasma by use of the Norgen Plasma/Serum RNA Purification Mini Kit (CAT 55000). Directions from the manufacturer were followed with a few modifications. Aliquots of plasma were thawed on ice and centrifuged for 2 min at 400 × *g* and 200 μL of cleared supernatant was extracted. During elution, 25 μL of Solution A was applied to the column and the eluate was transferred to the column again for maximum recovery of RNA. Following this, the extracted RNA was further processed using the Norgen RNA Clean-Up and Concentration Micro-Elute Kit (CAT 61000). With this kit, 75 μL RNase free water was added to the 25 μL of extracted RNA to bring the starting volume to 100 μL. Samples were vortexed for 10 s and spun at 14,000 × *g*, where no specified directions were given. Two separate elutions were performed using 15 μL of eluate. This ensured maximum recovery. RNA quantification occurred using the SoftMax SpectraDrop microplate.

MicroRNAs in mucus were extracted using the Qiagen miRNeasy Serum/Plasma Advanced Kit (CAT 217204). The manufacturer’s directions were followed and 200 μL of mucus was used for the extraction. For any non-specified centrifuge speed, 12,000 × *g* was used. RNA quantification was performed by Norgen Biotek using the RiboGreen^TM^ RNA Assay on a fluorescent microplate reader.

Environmental miRNAs were extracted from water by use of the Norgen Water RNA/DNA Purification Kit (CAT 26480). The manufacturer’s directions were followed with the following exceptions. Beads were transferred to the 5 mL tube where filters had been stored, and 1 mL lysis buffer E was added. Tubes were vortexed for 5 min on a flatbed vortex mixer at maximum speed. The initial 1 min spin at 20,000 × *g* was replaced with a 7 min spin at 3000 × *g* (maximum allowable speed for 5 mL tubes in centrifuge). Due to this modification, visual separation of lysate and filter was ensured before removing the supernatant for use in the remainder of the protocol. The optional DNase I treatment was applied (Norgen RNase-Free DNase I Kit – CAT 25710) to remove potential DNA contamination prior to sequencing. An optional addition of 50 μL elution solution to maximize yield was performed. RNA quantification was performed by Norgen Biotek using the RiboGreen^TM^ RNA Assay on a fluorescent microplate reader.

Library prep and sequencing were performed by Norgen Biotek (Thorold, ON, Canada) using the Norgen Biotek Small RNA Library Prep Kit (CAT 63600). Samples (*n* = 3 for plasma, mucus, and water at both control and 1 h post-stress = total 18 samples) were sequenced using the Illumina NextSeq500 with a minimum 10 million read depth. The NextSeq 500/550 High Output Kit v2 (51 cycles using a 75-Cycle Kit) (Illumina, CAT FC-404-2005) was used as the sequencing reagent.

### Bioinformatic Analysis

Bioinformatic analysis was accomplished using the miARma-Seq analysis workflow (version 1.7.2; Andrés-León et al., 2016; Andrés-León and Rojas, 2019). However, adapter removal, quality filtering, and differential expression analysis were performed independently of the miARma-Seq tool. Adapter removal and quality filtering, performed by cutadapt (version 2.10; used under python3.8), was conducted separately from the miARma-Seq tool due to the incompatibility of the version of cutadapt present in the miARma-Seq pipeline with the two-color chemistry of the Illumina NextSeq (Martin, 2011). The differential expression analysis was performed independently from the miARma-Seq tool because two methods of differential expression analysis, DESeq2 and edgeR, were used. edgeR is included within the miARma-Seq tool but not DESeq2, which was therefore performed independently. Similarly, additional analysis options were needed in edgeR than those included within the miARma-Seq tool, so this analysis was also performed separately. The overall bioinformatic analysis followed the miARma-Seq tool workflow but only sequence quality checks, alignment, annotation, and read counting were performed using the miARma-Seq tool directly.

#### Quality Control of Raw Reads

In order to ensure that there were no issues with the raw fastq sequencing reads, quality control was performed using FastQC (version 0.11.9, Andrews, 2019). Metrics that were required to pass in this step for the reads to be included in downstream analysis were “per base sequence quality,” “per tile sequence quality,” “per sequence quality scores,” “per base N content,” and “sequence length distribution.” FastQC metrics that were expected to fail for raw reads or for RNA-Seq were “per base sequence content,” “per sequence GC content,” “sequence duplication levels,” “overrepresented sequences,” and “adapter content.” Highly abundant sequences in RNA-Seq caused the percentage of each base to deviate from the expected 25% frequency (Sheng et al., 2017). The per sequence GC content was narrower due to overexpression of certain sequences, a characteristic of RNA-Seq. More than one peak in GC content was observed as there are different types, and therefore lengths, of small RNA (Sheng et al., 2017). The miARma-Seq tool only annotates miRNAs therefore other small RNA were excluded from our analysis (Sheng et al., 2017). The level of duplication of sequences and overrepresented sequences metric failed as expected due to the large sequence overrepresentation and few unique sequences present in RNA-Seq reads. Refer to the Supplementary Methods for the configuration file used to run this analysis (precutadapt_fastqc_configfile.ini).

#### Adapter Removal and Quality Filtering of Raw Reads

Adapter removal and filtering was performed using cutadapt (version 2.10; used under python3.8; Martin, 2011). The adapter was removed and any bases less than a quality score of 28 (high quality) were trimmed (refer to may7_cutadapt2.10adapter_removal_and_trimming.sh in the Supplementary Methods). Next, sequencing files were further filtered to remove any sequences shorter than 18 bases or longer than 35 bases, as they are not considered useful in miRNA analysis (Andrés-León and Rojas, 2019; refer to may7_cutadapt2.10sizetrim.sh in the Supplementary Methods).

#### Quality Control of Trimmed Reads

FastQC analysis was performed again on the trimmed reads to ensure that only sequences with quality scores greater than 28, with lengths between 18 and 35 bases, and with no adapters were present. The configuration file is available in the Supplementary Methods (postcutadapt_fastqc_configfile.ini).

#### Alignment, Annotation, and Read Counting

The *de novo* approach of the miARma-Seq pipeline was used since no rainbow trout miRNAs are present in the mirbase.org database. Reads were aligned to the rainbow trout genome, annotated using *Salmo salar* miRNA (closest salmonid relative in mirbase.org), due to the conservation in miRNA sequence identity between fish species (Salem et al., 2010), and counted. Viral miRNAs were excluded from differential expression analysis though they can share a seed sequence with eukaryotic miRNAs, as there is not full sequence similarity (Kincaid et al., 2012; Guo and Steitz, 2014; Mishra et al., 2020). Therefore, they would not be annotated and counted. Alignment was performed within miARma-Seq using bowtie1 (version 1.1.1) and annotation and read counting using mirDeep2 (2.0.1.2) (Langmead et al., 2009; Friedländer et al., 2012). Workflow and parameters are outlined in the miARma-Seq configuration file (Supplementary Methods – miARmaseq_denovo_ssa_configfile.ini).

For alignment and annotation, a bowtie1 index was created from the rainbow trout genome (GCF_002163495.1_Omyk_1.0_genomic.fna; downloaded April 9, 2019). The bowtie index is available at https://doi.org/10.6084/m9.figshare.12459905.v2 (Ikert, 2020a). Additional bowtie parameters were added to allow for only one mismatch (default is two) and to only report the best alignment, according to recommendations by Tam et al. (2015). The miARma-Seq script defaults were used for all remaining miRDeep2 tools (for description of arguments)^1^. Also, it is crucial to note that miRDeep2 will count reads that originate from different precursors twice. miARma-Seq corrects for this by averaging the number of counts of mature miRNA from different precursors so that all the tags (miRNAs) are unique in the read count file. This allows for more accurate differential expression analysis. Quality control of the alignment, annotation, and read counting was performed by referring to the stats and log files, ensuring that no errors were present, and that the percentage of reads aligned versus unaligned were reasonable.

#### Differential Expression of MicroRNA

In order to identify miRNAs that were differentially expressed, the read count file from miARma-Seq was analyzed by using both edgeR and DESeq2 (Robinson and Smyth, 2007, 2008; Robinson and Oshlack, 2010; Robinson et al., 2010; McCarthy et al., 2012; Chen et al., 2014; Love et al., 2014; Zhou et al., 2014; Lun et al., 2016). These are tools recommended and validated for differential expression analysis for studies with a sample size of three and are able to detect effect sizes of a log-fold change greater than two (2.0) (Schurch et al., 2016). Since they both have well-developed models for analyzing RNA-Seq files and to avoid missing true positives, which is a concern in multiple comparison testing, both tools were used to create a list of differentially expressed miRNA for each matrix (Yendrek et al., 2012). It was expected that each tool would produce unique results because each conduct their analysis differently. edgeR normalizes sequencing reads by using the TMM (trimmed mean of *m*-values) method and filters using a nominal, user-defined CPM (counts-per-million) (Robinson and Oshlack, 2010). DESeq2 normalizes sequencing reads using a median of ratios method and filters by determining the optimal CPM threshold from several tested threshold values (Anders and Huber, 2010; Love et al., 2014). Scripts used for each of these tools and versions of packages for each are found in the Supplementary Methods (script_deseq2.R and script_edgeR.R).

For edgeR analysis, the read count file was split by sample type so that library normalization would not be affected by types of matrices. Samples were normalized by treatment groups and internally calculated lowly expressed genes were filtered. MDS plots were used to ensure that samples separated by treatment. Exact edgeR tests were conducted for mucus and plasma because they have two treatment groups (control vs. stressed) and samples are not paired since they were collected from separate fish in each treatment (Figure 1). For water, since the control and stressed samples were collected from the same tank of water, samples were paired. Therefore, data for water were analyzed by use of a generalized linear model using the fish number as the blocking factor. All results were exported after being sorted by false discovery rate (FDR) to identify significantly differentially expressed miRNA.

For analysis using DESeq2, the read count file was split by sample type so that library normalization would not be affected by types of samples. Following this, the DESeq2 data set was created from the matrix of read counts. This step filters and normalizes the read counts. For plasma and mucus, the design was solely based on the treatment (control vs. stressed), but due to the paired nature of the water samples, the fish number was added in as the blocking factor. These DESeq2 datasets were used to conduct differential expression analysis. Results were obtained and ordered via adjusted *p*-value (equivalent to false discovery rate) and exported to identify significant results.

Statistical significance for differentially expressed miRNA was defined as miRNA with *p* values ≤ 0.05, adjusted *p* values or false discovery rates (FDR) <0.1, and log fold changes greater than 2 and less than −2. These cutoffs were chosen based on acceptable thresholds for RNA-Seq data and by the amount of false positives we allowed to ensure reliable data while minimizing false negative results (Renthal et al., 2018). The data produced in this study have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE151138 (Edgar et al., 2002; Barrett et al., 2013).

#### Target Prediction and Pathway Analysis of Differentially Expressed Plasma MicroRNA

The differentially expressed miRNAs in plasma samples were used to predict 3′UTR targets *in silico* for *Salmo salar* (the closest related species present in KEGG and DAVID databases) using the miRanda command line tool (Enright et al., 2003; Berthelot et al., 2014; Lien et al., 2016). miRanda uses sequence alignment based on complementarity and RNA stability of the binding (Zuker and Stiegler, 1981; McCaskill, 1990; Hofacker et al., 1994; Enright et al., 2003). Each known, significantly differentially expressed miRNA sequence in plasma was input into the miRanda tool and compared against a curated list of *Salmo salar* 3′ untranslated regions (UTRs) (Lynch, 2020)^2^. Since predicted miRNAs were not validated, novel differentially expressed miRNAs were omitted to improve reliability of the *in silico* predictions. Only mRNA with a complementarity score greater than 140 and an energy score (Δ G) less than −20 were used for pathway analysis (Kostyniuk et al., 2019; Cadonic et al., 2020). The script can be accessed in the Supplementary Methods (one-miRNA-all-3UTR.miranda_analysis.sh).

All mRNA targets identified using miRanda were combined into a common list and converted to UniProt IDs^3^. This list was submitted to KEGG Search & Color pathway (specifying *Salmo salar* and UniProt IDs; Kanehisa and Goto, 2000; Kanehisa, 2019; Kanehisa et al., 2019). These results were analyzed for known responses to acute stress and to curate a list of percentages of proteins targeted in pathways to identify enriched pathways. The combined *Salmo salar* UniProt ID list was also uploaded to the DAVID Functional Annotation tool (Huang et al., 2009a, b)^4^. The recommended options for functional clustering and medium stringency, as well as a cutoff of an enrichment score of −1.3 or less (equivalent to *p* ≤ 0.05) were used (Huang et al., 2007). This analysis was only performed using altered plasma miRNA, as the biological role of mucus and water miRNA is unknown and pathway analysis of targets would be speculative.

### Validation of Differentially Expressed MicroRNA Using RT-qPCR

The known, differentially expressed microRNA in water samples identified using RNA-Seq and subsequent analysis were validated by measuring expression via RT-qPCR. RNA from separate, non-sequenced plasma, mucus, and water samples was extracted using the RNA extraction techniques previously mentioned with the exception of the addition of 3.5 μL of 1.6 × 10^8^ copies of RNA spike-in (cel-miR-39, Qiagen) following the lysis step. MicroRNA was quantified using the Qubit microRNA Assay kit (Thermo Fisher Scientific). To synthesize cDNA, two methods were used, converting a common volume of extracted miRNA to cDNA (common volume cDNA) and converting a common amount of miRNA to cDNA (common amount cDNA) to assess different methods of gene expression normalization (endogenous control U6, cel-39 spike-in RNA, or total amount of small RNA). For common volume cDNA, 12 μL extracted plasma RNA, 5 μL extracted mucus RNA, and 12 μL extracted water RNA were added to their respective reactions (HiSpec buffer; Qiagen miScript II RT kit). For common amount cDNA, 3 ng plasma miRNA and 140 ng mucus miRNA were added to their respective reactions (HiSpec buffer; Qiagen miScript II RT kit). No common amount cDNA was made for water samples. The qPCR reactions consisted of 5 μL 2× Bio-Rad SsoAdvanced SYBR, 1 μL of 5 μM forward primer (see Table 1), 1 μL of 5 μM Qiagen Universal Reverse Primer, 2 μL RNase-free water, and 1 μL 1:10 diluted cDNA performed in triplicate. The qPCR protocol consisted of a one-time polymerase activation step at 95°C for 30 s, followed by denaturing at 95°C for 10 s, annealing and extension at 60°C for 20 s, and a plate read, which was repeated for a total of 40 cycles. Each qPCR run also included a melt curve analysis which was performed by increasing the temperature from 65 to 95°C every 5 s in 0.5°C increments with a plate read at each increment. Non-template controls were used to ensure no contamination or primer-dimerization occurred. Expression was calculated by using the relative quantity (as calculated by the Bio-Rad Maestro software) and then, as appropriate, normalized to one of the following: amount of miRNA input (only possible for common volume cDNA), synthetic cel-39 spike-in, and/or the relative quantity of endogenous control U6. Statistical analysis included testing for normality and equal variances and performing a one-tailed *t*-test (*p* < 0.05, *n* = 3). For miR-26a-5p, no statistical analysis was performed as it was a presence/absence test. Pearson correlation coefficients were calculated to compare RNA-Seq and qPCR results. These values were calculated between the normalized read counts from the tool (DESeq2, edgeR) that identified the miRNA as differentially expressed and the RT-qPCR expression values.

**TABLE 1:** Primers used to measure microRNA expression via RT-qPCR.

Name	Sample	Accession	Sequence (5′ to 3′)
ssa-miR-16b-5p	Plasma	MIMAT0032408	TAGCAGCACGTAAATATTGGTG
ssa-miR-30b-5p	Water, Mucus	MIMAT0032604	TGTAAACATCCCCGACTGGAAGCT
ssa-miR-26a-5p	Water	MIMAT0032563	TTCAAGTAATCCAGGATAGGCT
U6 – Forward	Plasma, Mucus	XR_005037161.1	CTCGCTTCGGCAGCACATA
U6 – Reverse			AGGAACGCTTCACGAATTTGC
Ce_miR-39_1 miScript Primer Assay		MIMAT0000010	n/a
Qiagen Universal Reverse Primer			GAATCGAGCACCAGTTACGC

*The sample within which the targets were measured are indicated by the sample column. Where applicable, the miRbase.org or NCBI accession number is included. The miRNA sequences were all used as forward primers, with the Qiagen Universal Reverse primer as the reverse primer.*

## Results

### Validation of Stress Response

To demonstrate that 3 min out of water in ambient air caused a physiological response in rainbow trout, plasma cortisol, lactate, and glucose in blood plasma were measured. One-hour post air exposure, a statistically significant 5-fold increase in plasma cortisol, a significant 7-fold increase in plasma lactate, and a significant 3-fold increase in plasma glucose were measured (one-tailed *t*-test, *n* = 3, *p* < 0.05; Figure 2). Data were normally distributed and had equal variance.

**FIGURE 2:**
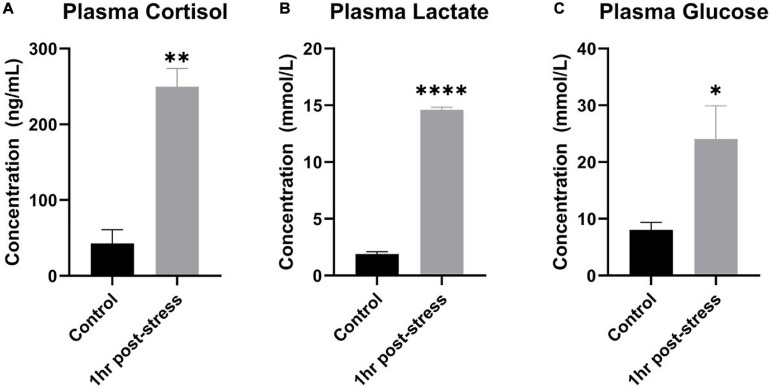
Plasma cortisol, lactate, and glucose increased following acute stress. Mean ± SEM of plasma cortisol **(A)**, lactate **(B)**, and glucose **(C)** before (control) and 1 h after a 3-min air exposure stressor (1 h post-stress) in rainbow trout. Asterisks indicate a significant difference in the measure (*n* = 3; one-tailed *t*-test). A single asterisk indicates *p* ≤ 0.05, double asterisks indicate *p* ≤ 0.01, and four asterisks indicate *p* ≤ 0.0001.

### Sequencing Metadata and *in silico* Validation

Eighteen samples were sequenced, which includes six samples of plasma, six samples of mucus, and six samples of water (*n* = 3 for each treatment). 

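Small RNA was sequenced from plasma, from epidermal mucus and from tank water before (control) and 1 h after (stressed) 3 min in air, in 3 replicates of the experiment. Control and stressed plasma and mucus came from different fish. Both water samples of a replicate came from the same tank. The authors trimmed the reads with cutadapt, aligned them to the rainbow trout genome Omyk_1.0 with bowtie and assigned them with miRDeep2 to miRNAs of Atlantic salmon, whose names begin with ssa and which are called known, and to predicted miRNAs named by genomic location. The deposited table of estimated counts lists 4884 miRNAs, of which 212 are known and 4672 are named by location. Of those named by location, 3882 have counts identical to those of another location in all 18 libraries. Of the known miRNAs, 34 share their counts with another known miRNA in every library, so that arms or copies of one miRNA are not independent. Counts summed per library ranged from 445067 to 23634159, and known miRNAs alone ranged from 315428 to 12858162.
Each sample type was tested by itself. Counts were scaled by TMM, miRNAs of low count were left out with edgeR's filter, and stressed and control libraries were compared by edgeR's quasi-likelihood test, with the tank as a block for water. A miRNA was called altered at p of 0.05 or less, an FDR under 0.1 and an absolute log2 fold change over 2, the thresholds the study states. The study's own edgeR tests and DESeq2 were rerun on the same table. Abundances are CPM scaled by TMM (a miRNA's share of the counts of its library), given as mean ± SD over 3 libraries, and fold changes are stressed over control. Where every library of a group has a count of 0, the fold is a lower bound set against 3 counts over the group. Such a floor covers counting error only, since reads amplified by PCR are not independent molecules, and the bound holds for the counts of the table alone. For single measures, an exact permutation test of 3 libraries against 3 cannot give a p below 0.1, and 3 pairs of water samples cannot give one below 0.25.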

Water had less total RNA than did plasma or mucus. However, there was no significant difference (two-way ANOVA; *n*_*sample*_ = 6, *n*_*treatment*_ = 3; *p* < 0.05; Figure 3A) between samples from control or stressed individuals. Sequencing depth of the samples was between 12 and 30 million reads and did not differ based on sample type or treatment (two-way ANOVA; *n*_*sample*_ = 6, *n*_*treatment*_ = 3; *p* < 0.05; Figure 3B). 

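Water libraries of stressed fish had more raw reads than those of the same tanks before stress in 3 of 3 replicates. Raw reads in water averaged 16898227 ± 6763726 (SD, n = 3) in control and 25087720 ± 5586140 (SD, n = 3) in stressed libraries (2-sided exact test of the pairs, p = 0.25). In plasma they averaged 23655193 ± 4912826 (SD, n = 3) in control and 19567988 ± 2122652 (SD, n = 3) in stressed fish (2-sided exact permutation test, p = 0.3). In mucus they averaged 17883728 ± 672044 (SD, n = 3) and 18459895 ± 3521983 (SD, n = 3), in the same order (exact permutation test, p = 0.9), and by replicate number stressed libraries had more in 2 of 3. Trimmed reads in mucus were higher in stressed libraries in 3 of 3 replicate numbers, with means of 14823799 ± 2567648 (SD, n = 3) in control and 16902024 ± 3754953 (SD, n = 3) in stressed fish (exact permutation test, p = 0.5). Single libraries held 12686917 to 29422971 raw reads, and 10847696 to 26910169 reads were left after trimming.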

Detailed RNA concentrations and read counts for each sample are available in the Supplementary Results (RNA concentrations and Read counts tabs). Heat maps for each sample type and analysis are provided (Heat maps_edgeR and Heat maps_DESeq2 tabs). Quality analysis was performed on raw and processed samples and the sequences passed all requirements for use in this analysis. Complete FastQC reports can be accessed in the Supplementary Quality Control File.

**FIGURE 3:**
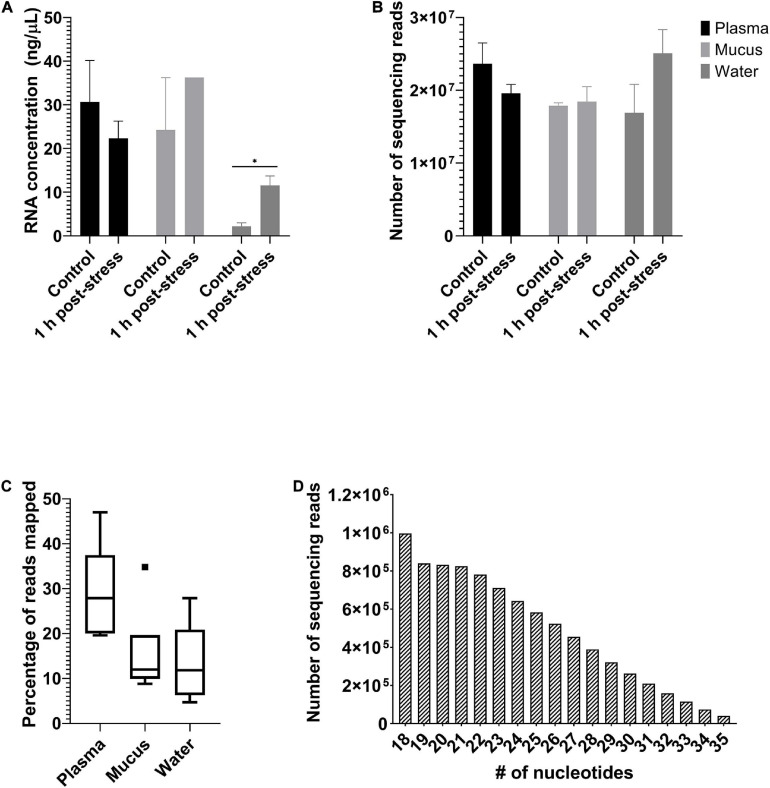
Sequencing metadata. Mean ± SEM of **(A)** extracted RNA concentrations (ng/μL) and **(B)** number of sequencing reads from plasma, mucus, and water samples. Extracted RNA concentrations did not differ between treatments within each sample, but did differ as a function of sample type, with water being significantly less than those of plasma and mucus. Number of reads did not differ among treatments or sample type. Significant differences among samples indicated by an asterisk (two-way ANOVA, *n*_*sample*_ = 6, *n*_*treatment*_ = 3, *p* ≤ 0.05). Box plot **(C)** of the percentage of sequencing reads mapped to the rainbow trout genome by miRDeep2. Minimum, first quartile, median, third quartile, and maximum are indicated by the horizontal lines (when reading from bottom to top). Outliers are indicated by a filled square. Histogram **(D)** of the number of sequencing reads at each read length between 18 and 35 nucleotides.

All sample types were mapped to the rainbow trout genome, with some variation in the amount mapped by sample type (Figure 3C). 

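Known miRNAs took the largest share of the reads in plasma, and in water their share was several times higher after the stressor. Of the trimmed reads of plasma, 34.1% ± 10.1 (SD, n = 3) were counted as known miRNA in control fish and 39.4% ± 20.4 (SD, n = 3) in stressed fish. In mucus the shares were 7.88% ± 5.88 (SD, n = 3) in control and 5.36% ± 2.52 (SD, n = 3) in stressed fish. In water the share was 3.26% ± 1.65 (SD, n = 3) before and 19.2% ± 7.35 (SD, n = 3) after the stressor, a ratio of 5.89, and it was higher in 3 of 3 tanks. Shares of single libraries ran from 1.81% to 62.4%. By 2-sided exact permutation tests p was 0.8 for plasma, 0.6 for mucus and, over the 3 pairs, 0.25 for water, so none of these differences passed the test. The direction in plasma turns to -6.31 percentage points without stressed replicate 2 and to -0.464 without control replicate 1, and that in mucus turns to 0.816 without control replicate 2. The paper's RNA concentration of that mucus library was 0.26 ng/µL, against above 36.23 ng/µL for the other mucus libraries. With the miRNAs named by location added, stressed minus control becomes -0.4 percentage points in plasma and 38.9 in mucus, where the counts of stressed replicate 1 come to 127% of its trimmed reads.

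**Figure D1:**
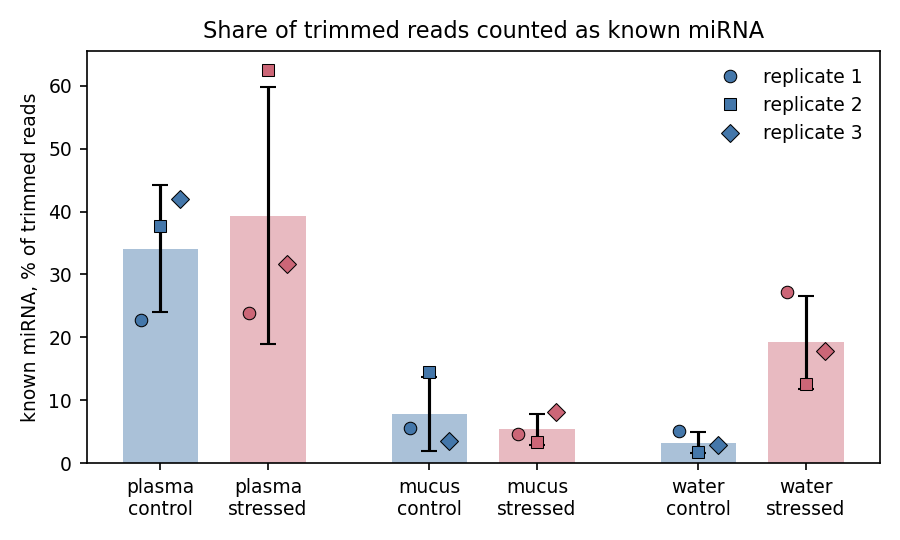
Share of trimmed reads counted as known miRNA (percent, vertical axis) by sample type and treatment. Bars are means of 3 libraries with the SD and points are the replicates; water of stressed fish lies above water of control fish in all 3 tanks.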

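Plasma held the most different known miRNAs, and water held more of them after the stressor than before it. Known miRNAs with a count of at least 1 numbered 171 ± 13.8 (SD, n = 3) in control plasma and 178 ± 4 (SD, n = 3) in stressed plasma. In mucus they numbered 116 ± 19.1 (SD, n = 3) in control and 110 ± 13.7 (SD, n = 3) in stressed fish. In water they numbered 112 ± 8.39 (SD, n = 3) before and 143 ± 2 (SD, n = 3) after the stressor, higher in 3 of 3 tanks. Depth differs between the sample types. With all 18 libraries thinned to 315428 known counts, the lowest total, the numbers in control and stressed samples were 158 ± 8.81 (SD, n = 3) and 161 ± 7.64 (SD, n = 3) in plasma, 114 ± 17.7 (SD, n = 3) and 109 ± 12.3 (SD, n = 3) in mucus, and 112 ± 8.45 (SD, n = 3) and 135 ± 1.55 (SD, n = 3) in water. All 6 plasma libraries shared 135 known miRNAs, all 6 mucus libraries 79 and all 6 water libraries 92. The most abundant in every mucus and water library was miR-146a-5p, which belongs to a family known from the regulation of inflammation. By 2-sided exact permutation tests p was 0.6 for plasma, 0.8 for mucus and 0.25 for water. Stressed minus control turns to -0.5 in plasma without control replicate 1, and in mucus to 0.333 without control replicate 1 and to 0.5 without stressed replicate 2.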

Overall, there were between 94 and 182 unique known miRNAs annotated in each sample (Supplementary Results – Number of microRNA tab). The miRNAs had a median read length of 23 nucleotides (Figure 3D). The log file from the alignment, annotation, and read counting through miARma-Seq indicated that all steps occurred without any errors. Complete stats and log files from the alignment, annotation, and read counting using miARma-Seq (which uses bowtie1 and miRDeep2) are available in the Supplementary Results (Stats file and Log file tabs).

### Identification of Differentially Expressed MicroRNA Using High Throughput Sequencing

High throughput sequencing and bioinformatic analysis were used to identify altered miRNA in rainbow trout plasma, mucus, and water in which the fish were held, following acute stress. The statistical tools used, edgeR and DESeq2, identified differentially expressed miRNA and though there were some shared results, most differentially expressed miRNAs identified by each tool are unique to that tool. 

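Most miRNAs that either tool called had counts in only 1 of the treatments. The study's edgeR tests, rerun on the deposited counts, called 1 miRNA in plasma, 2 in mucus and 15 in water. DESeq2 called 10, 15 and 28. Both tools called 1, 1 and 6 of them, and either tool called 10, 16 and 37. Of those called by either tool, 10 of 10 in plasma, 15 of 16 in mucus and 26 of 37 in water had a count of 0 in every library of 1 treatment. A single library held all counts of 8 of those in plasma, 5 of those in mucus and 5 of those in water. The tools were given different miRNAs, since edgeR's filter kept 365 in plasma, 149 in mucus and 165 in water and DESeq2 was run on all 4884. Only 1 of the 10, 3 of the 16 and 22 of the 37 passed edgeR's filter.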

The read sequences for all known and novel miRNAs identified in this study are deposited in figshare (Ikert, 2020b)^5^.

#### Differentially Expressed Plasma MicroRNA and *in silico* Target Prediction

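In plasma, camera at its preset correlation called 2 lists of related miRNAs, epithelium and skin as lower and miR-15 and miR-16 as higher in stressed fish, and with an estimated correlation between miRNAs neither was called (adjusted p = 0.991 for each). Of 18 epithelial miRNAs, among them miR-203, miR-200 and the miR-183 cluster, 17 were lower in stressed fish, with a median log2 fold change of -2.43 (camera, adjusted p = 8.3e-05 over 16 lists). The miR-183 cluster was abundant in control replicate 2, where miR-183-5p had 259305 counts, against 2437 and 8877 in the other control fish and 960, 764 and 607 in stressed fish, and without that replicate the list was still called (camera, adjusted p = 2.6e-07). Members of miR-200, miR-203 and miR-429 had their highest counts in control replicate 3, where miR-203b-3p had 14203, against 5577 and 2386 in the other control fish and 1102, 662 and 2235 in stressed fish, and without that replicate the adjusted p was 0.0430. With identical miRNAs kept once the list has 12 members (adjusted p = 0.00476). Of 7 members of the miR-15 and miR-16 list, 6 were higher, with a median of 0.73 (camera, adjusted p = 0.0681), but the study chose this family on these samples, so it is not independent evidence. No member of either list passed the test by itself. Over the alternatives the adjusted p ran from 3.5e-09 to 0.991 for epithelium and skin and from 6.7e-06 to 0.991 for miR-15 and miR-16. The latter list is not called without control replicate 1 (adjusted p = 0.987) or without stressed replicate 2 (adjusted p = 0.945). By mean CPM over all plasma libraries the most abundant known miRNA was miR-100a-5p, while in control replicates 1 and 2 it was miR-146a-5p. Mature miR-100a-5p had 177636 ± 97668 CPM (SD, n = 3) in control and 267468 ± 217579 CPM (SD, n = 3) in stressed fish (log2 fold change 0.59, SE 0.67, edgeR adjusted p = 0.993). Its sign turns to -0.29 without stressed replicate 2.
Counts of single plasma miRNAs spread widely between libraries of one treatment, and few miRNAs were called. Of 365 miRNAs, 0 were called by the quasi-likelihood test and 1 by the study's edgeR test. DESeq2, which was run without edgeR's filter, called 10, of which 1 is among the 365. At an unadjusted p of 0.05 or less there were 18, of which 9 were higher and 9 lower, and 6 were known. The groups did not overlap for 37 of the 365, or 10.1%, where chance gives 10%. The common dispersion was 2.31. On simulated counts at a dispersion of 2, a value chosen after the real results had been seen, the quasi-likelihood test found 0 of 26 tested 64-fold changes, and at a dispersion of 1 it found 34 of 35.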

Ten miRNAs were significantly altered in plasma following air exposure (Table 2). 

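Behind the largest plasma fold changes are miRNAs named by location that were counted in a single fish. DESeq2 called 8 such miRNAs and the study's edgeR test none of them, each with 68 to 72 counts in 1 library and 0 in the other 5. One that was higher after stress, on NC_035088.1 from 67280345 to 67280412 (minus strand, Omyk_1.0), had 72 counts in stressed replicate 1 and a DESeq2 log2 fold change of 20.84. One that was lower, on NC_035088.1 from 75894388 to 75894432 (minus strand), had 72 counts in control replicate 1 and a DESeq2 log2 fold change of -21.38. Set against 3 counts over the other treatment, these are at least 25.8-fold higher and at least 22.3-fold lower. The fitted fold change of a miRNA with 0 counts in a whole treatment is no bound and depends on the tool. None of the 8 passed edgeR's filter. Of the 8, 5 overlap another location with counts in plasma, and after these were summed 0 of the 5 were called. In 4 of the 5 no counts in the other treatment were added, and the direction stayed at DESeq2 log2 fold changes of -7.98, 7.69, 7.69 and -7.46 (adjusted p = 0.303 to 0.346), so the end of these calls does not show that the difference went away.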

Plasma miRNAs increased with a log 2-fold change between 11 and 21 and miRNAs decreased with a log 2-fold change of −21. Both edgeR and DESeq2 identified miR-16b-5p as significantly altered with an increase of approximately 12-fold following acute stress.

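Mature miR-16b-5p was counted in 3 of 3 stressed fish and in 0 of 3 control fish. Its counts were 752, 709 and 241 after stress, which is 78.4 ± 40.6 CPM (SD, n = 3) and at least 609-fold higher than in control plasma. The log2 fold change was 12.21 (SE 1.56, unadjusted p = 0.00108, adjusted p = 0.316 from edgeR's quasi-likelihood test), the lowest adjusted p in plasma. The study's edgeR test gave an adjusted p of 0.0993. DESeq2 gave a log2 fold change of 11.75 with an adjusted p of 0.0172. When known miRNAs alone were tested the quasi-likelihood test called it (adjusted p = 0.0322), and over 19 alternatives the adjusted p ran from 0.0172 to 0.986 and passed the threshold in 3.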

**TABLE 2:** List of novel and known differentially expressed microRNA (miRNA) in plasma.

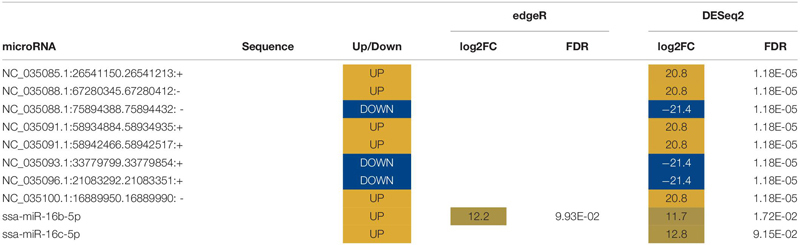

*The miRNAs referred to as *Oncorhynchus mykiss* genomic locations are novel and miRNAs referred to as ssa-miR-## are known. MicroRNAs that increase following the stressor are indicated by UP (yellow or lighter shade background) and those that decrease following the stressor are indicated by DOWN (blue background or darker shade background). If the differentially expressed miRNA was identified using edgeR or DESeq2, there is a log2 fold change and false discovery rate (FDR) indicated in their respective column. MicroRNAs with data in both edgeR and DESeq2 were determined to be significantly altered using both tools (FDR < 0.1). MicroRNAs are ordered from smallest to largest FDR.*

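In plasma the miR-16 family was abundant before and after stress, and the members that appeared after stress made up a small part of it. Mature miR-16a-5p, which is abundant in red blood cells, had 5575 ± 2465 CPM (SD, n = 3) in control and 7679 ± 3750 CPM (SD, n = 3) in stressed plasma (log2 fold change 0.46, SE 0.56, edgeR adjusted p = 0.993). Mature miR-16c-5p had counts of 0, 3168 and 966 in stressed fish and 0 in control fish. This is 165 ± 168 CPM (SD, n = 3), at least 1480-fold higher than in control plasma, and its DESeq2 log2 fold change was 12.78 (adjusted p = 0.0915). The miRNA did not pass edgeR's filter, so the quasi-likelihood test holds no value for it. When miR-16a-5p, miR-16b-5p and miR-16c-5p were summed as one family the log2 fold change was 0.59 by the study's edgeR test (adjusted p = 0.998) and 0.64 by DESeq2 (adjusted p = 0.829).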

Two known miRNAs, ssa-16b-5p and ssa-16c-5p, were upregulated with an approximate log 2-fold change of 12 following stress (Table 2). These two known miRNAs were used to predict mRNA targets *in silico*. The miRanda algorithm predicted that miR-16b-5p targeted 2517 mRNA and miR-16c-5p targeted 3171 mRNA. These results were combined for gene enrichment (DAVID) and pathway analysis (KEGG) as both miRNAs were increased so the targeted mRNA would all be predicted to decrease. DAVID functional enrichment analysis indicated a statistically significant decrease in transmembrane proteins and their activity (Supplementary Results – DAVID results tab). Biosynthetic, degradation, and metabolic KEGG pathways were predicted to be targeted by altered plasma miRNAs (Table 3). Thirteen mRNA in the adrenergic signaling in cardiomyocytes KEGG pathway were targeted. Specifically, the beta-2-adrenergic receptor, which binds adrenaline and noradrenaline, was predicted to be downregulated via miR-16b-5p and miR-16c-5p. Complete results from miRanda target prediction, KEGG pathway analysis, and DAVID functional enrichment analysis can be found in the Supplementary Results (miRanda results 16b-5p, miRanda results 16c-5p, miRanda combined UniProt, KEGG results, KEGG percentages of pathways tabs).

**TABLE 3:** Altered plasma miRNAs target biosynthetic, degradation, and metabolic KEGG pathways.

KEGG pathway	% of pathway targeted	Number of mRNA targeted	Number of mRNA in pathway
sasa00280 Valine, leucine, and isoleucine degradation	30.00	3	10
sasa00232 Caffeine metabolism	25.00	1	4
sasa00514 Other types of O-glycan biosynthesis	16.36	9	55
sasa05132 Salmonella infection	9.81	21	214
sasa00515 Mannose type O-glycan biosynthesis	9.72	7	72
sasa00533 Glycosaminoglycan biosynthesis – keratan sulfate	9.43	5	53
sasa00601 Glycosphingolipid biosynthesis – lacto and neolacto series	8.99	8	89
sasa00072 Synthesis and degradation of ketone bodies	7.14	1	14
sasa00563 Glycosylphosphatidylinositol (GPI)-anchor biosynthesis	6.25	2	32
sasa00260 Glycine, serine and threonine metabolism	6.10	5	82
sasa00511 Other glycan degradation	5.88	2	34
sasa00512 Mucin type O-glycan biosynthesis	5.62	5	89
sasa00534 Glycosaminoglycan biosynthesis – heparan sulfate/heparin	5.13	4	78
sasa00603 Glycosphingolipid biosynthesis – globo and isoglobo series	5.08	3	59

*The number of targeted mRNA in each KEGG pathway was compared to the total number of mRNA in each pathway to identify pathways with large percentages of mRNA targeted. Only pathways with five percent or more of pathway targeted where included.*

#### Differentially Expressed MicroRNA in Mucus

Abundances of sixteen miRNAs were significantly altered in mucus following the stress caused by being out of water (Table 4). 

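In mucus, camera at its preset correlation called the erythrocyte and haemolysis list lower and the epithelium and skin list higher in stressed fish. With an estimated correlation between miRNAs neither was called (camera, adjusted p = 0.957 for each). The quasi-likelihood test called miR-26a-5p alone. All 6 tested members of the erythrocyte and haemolysis list were lower in stressed fish, with a median log2 fold change of -2.17 (camera, adjusted p = 0.0302 over 14 lists). They are forms of miR-144, miR-92a and miR-25 with 4 different sets of counts. Forms of miR-92a and miR-25 also belong to the miR-17 to miR-92 list, which was not called (camera, adjusted p = 0.906). Of 17 epithelial miRNAs, 14 were higher, with a median of 1.01 (camera, adjusted p = 0.0460). With the filter applied before the first normalization neither list was called (adjusted p = 0.105 and 0.234). With identical miRNAs kept once the erythrocyte list was called (4 members, adjusted p = 0.0941) and the epithelial list was not (11 members, adjusted p = 0.339). The epithelial list was also not called with DESeq2's size factors (adjusted p = 0.207), with no filter (0.157) or with the replicate as a block (0.200). Among the epithelial miRNAs miR-203a-3p, a miRNA of skin, had 6953 ± 5047 CPM (SD, n = 3) in control and 19735 ± 1594 CPM (SD, n = 3) in stressed mucus (log2 fold change 1.51, SE 0.70, edgeR adjusted p = 0.643). Over the alternatives the adjusted p ran from 0.0125 to 0.957 for the erythrocyte list and from 0.0313 to 0.957 for the epithelial list. Leaving out control replicate 1 ended both calls (adjusted p = 0.273 and 0.840), as did leaving out control replicate 2 (0.172 and 0.289), stressed replicate 1 (0.141 and 0.200) or stressed replicate 2 (0.376 for each), and leaving out stressed replicate 3 ended the epithelial call (0.281).
The quasi-likelihood test called 1 of 149 miRNAs and the study's edgeR test 2. DESeq2, which was run without edgeR's filter, called 15, of which 2 are among the 149. At an unadjusted p of 0.05 or less there were 4, of which 3 were higher and 1 lower. The groups did not overlap for 21 of the 149, or 14.1%, where chance gives 10%. The common dispersion was 2.53, and with the replicate as a block 0 were called by the quasi-likelihood test, with 1 at an unadjusted p of 0.05 or less.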

Seven known miRNAs were altered following stress (Table 4). 

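Of the 7 known miRNAs that the study's tools call in mucus, 2 were higher after stress and 5 were lower. Mature miR-24a-3p had 0 counts in control fish and 215, 161 and 0 in stressed fish, at least 185-fold higher (DESeq2 adjusted p = 0.0542). Mature miR-30b-5p had counts of 8238, 2313 and 0 in control fish and 0 in stressed fish, at least 2384-fold lower (DESeq2 adjusted p = 7.9e-13). Let-7b-5p was counted in 2 control fish and was at least 617-fold lower, miR-125a-5p likewise at least 797-fold lower and miR-142a-5p, a miRNA of white blood cells, at least 303-fold lower. In control fish miR-125a-5p had counts of 471, 3054 and 0 and miR-142a-5p had 0, 1318 and 23. Most of these lay in control replicate 2, whose RNA was 0.26 ng/µL, against above 36.23 ng/µL in the other mucus libraries. Mature miR-26d-5p had counts of 32465, 68 and 0 in control and 0, 0 and 49 in stressed fish (log2 fold change -9.57, SE 4.75, edgeR quasi-likelihood adjusted p = 0.643; 0.0776 by the study's edgeR test; over 18 alternatives 0.0776 to 0.997). In 5 of the 7 the miRNA was counted in 2 of the 6 libraries. The let-7-5p and miR-30-5p families, summed, had log2 fold changes of -2.11 and -2.48 by the study's edgeR test (adjusted p = 1 for each).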

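Among mucus miRNAs named by location, the largest fold changes rested on counts in 1 or 2 fish. The miRNA on NC_035085.1 from 61423757 to 61423832 (minus strand, Omyk_1.0) had counts of 25851 in stressed replicate 1 and 20252 in stressed replicate 3 and 0 in the other libraries, with a DESeq2 log2 fold change of 29.80. That on NC_035094.1 from 43812635 to 43812699 (minus strand) was counted in all stressed fish, at 81, 12 and 39, and in 0 control fish (DESeq2 log2 fold change 8.33, adjusted p = 0.0809; quasi-likelihood adjusted p = 0.329; over 17 alternatives 0.0809 to 0.933). That on NC_035101.1 from 13572153 to 13572243 (minus strand) had 90 counts in control replicate 3 alone and a DESeq2 log2 fold change of -22.72. Altogether 9 miRNAs named by location were called by DESeq2 in mucus, and 5 of them had counts of 50 to 90 in a single library. Of the 9, 6 overlap another listed location, and summing the overlapping locations ended the call of 3.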

Differentially expressed mucus miRNAs increased with a magnitude between a log2 fold change of 8 and 30 and decreased with a magnitude between a log2 fold change of −9 and −28. One miRNA, miR-26a5p, was identified by both edgeR and DESeq2 to increase by a log2 fold change of 15.

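Mature miR-26a-5p was counted in every stressed mucus sample and in no control mucus sample. The counts after stress were 2295, 1559 and 9404, which is 2233 ± 643 CPM (SD, n = 3). By the counts of the table alone, which leave out the reads of its sequence in control mucus given below, this is at least 6519-fold higher. The log2 fold change was 15.24 (SE 1.30, adjusted p = 0.0700 from edgeR's quasi-likelihood test), and the adjusted p was 0.00638 by the study's edgeR test and 2.4e-05 by DESeq2. Over 19 alternatives the adjusted p ran from 2.4e-05 to 0.933 and passed the threshold in 9. With the replicate as a block the log2 fold change was 15.14 (adjusted p = 0.933).
By their means other members of the family went the other way, and reads of the exact sequence were present in control mucus. The other miR-26-5p members together had 8239 CPM in control and 213 CPM in stressed mucus. The summed family had a log2 fold change of -2.53 by the quasi-likelihood test. Its counts were 65480, 285 and 0 in control and 2467, 1766 and 10185 in stressed mucus, so the control mean rests on control replicate 1. In the study's FastQC lists of frequent trimmed reads, the mature sequence given in Table 1, TTCAAGTAATCCAGGATAGGCT, stands with 31287 reads in control replicate 1 and 18069 reads in control replicate 2, where the count table holds 0. In control replicate 3 it is below the listing limit of 0.1% of trimmed reads, 16030 reads, and in the stressed mucus libraries it is below limits of 12601 to 19528 reads. Summing the family does not bring back all listed reads, since the sum is 285 counts in control replicate 2.

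**Figure D2:**
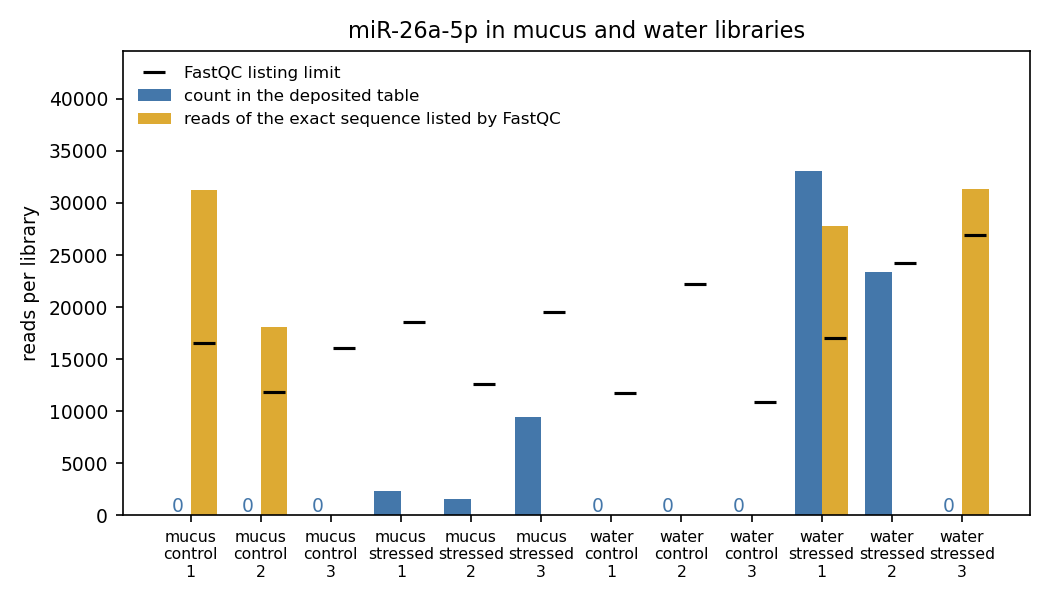
For each mucus and water library, the count of miR-26a-5p in the deposited table and the reads of its exact mature sequence listed by FastQC, with a mark at the listing limit of each library. The table holds 0 in 7 libraries, and 3 of these list 18069 to 31304 reads of the exact sequence.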

**TABLE 4:** List of novel and known differentially expressed microRNA (miRNA) in mucus.

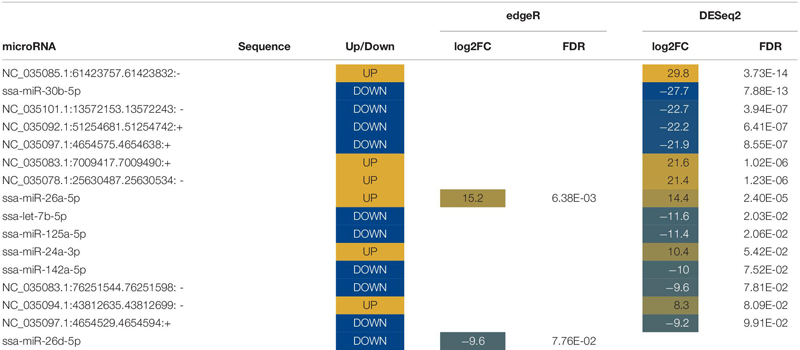

*The miRNAs referred to as *Oncorhynchus mykiss* genomic locations are novel and miRNAs referred to as ssa-miR-## are known. MicroRNAs that increase following the stressor are indicated by UP (yellow or lighter shade background) and those that decrease following the stressor are indicated by DOWN (blue background or darker shade background). If the differentially expressed miRNA was identified using edgeR or DESeq2, there is a log2 fold change and false discovery rate (FDR) indicated in their respective column. MicroRNAs with data in both edgeR and DESeq2 were determined to be significantly altered using both tools (FDR < 0.1). MicroRNAs are ordered from smallest to largest FDR.*

#### Differentially Expressed MicroRNA in Water

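In water the known miRNAs were higher after the stressor relative to the reads sequenced, while relative to each other only 3 miRNAs were called, all lower. With TMM scaling the median log2 fold change of the tested miRNAs was 0.39, and scaled by trimmed reads alone it was 2.90. The quasi-likelihood test called 3 of 165 miRNAs with TMM, 0 higher and 3 lower, and scaled by trimmed reads it called 82, of which 81 were higher. The study's edgeR test called 15, of which 11 were higher, and DESeq2 called 28, of which 13 were higher. The most abundant miRNA, miR-146a-5p, had 350270 ± 102722 CPM (SD, n = 3) in control and 289456 ± 64287 CPM (SD, n = 3) in stressed water (log2 fold change -0.25, SE 0.29, edgeR adjusted p = 0.648). Scaled by trimmed reads its log2 fold change was 2.24. Of 14 lists, 0 were called by camera, with adjusted p from 0.271 to 0.864, and 6 were called by fry, which tests a list by itself.
At an unadjusted p of 0.05 or less there were 28 miRNAs, 19 higher and 9 lower. Of the 165, 90 went the same way in 3 of 3 tanks, or 54.5%, where chance gives 25%. The groups did not overlap for 55, or 33.3%, where chance gives 10% for libraries that are not paired. That chance value leaves out the pairing by tank. Without any 1 of the 3 tanks the quasi-likelihood test called 0, and without the tank as a block it called 14, of which 11 were higher.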

Abundances of seventy miRNAs were significantly altered in water following stress (Tables 5, 6). 

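In water the known miRNAs called by the study's tools were 11 that were higher after stress and miR-26b-5p, which was lower. Of the 11, 7 had 0 counts in all control water samples, and 4 (miR-125b-5p, miR-16a-5p, miR-128-2-5p and miR-128-3-5p) were counted in control replicate 3. Mature miR-128-4-5p, of a family known from neurons, had 492 ± 63.1 CPM (SD, n = 3) after stress, at least 253-fold higher (log2 fold change 13.29, SE 0.67, edgeR quasi-likelihood adjusted p = 0.242; over 16 alternatives 4.8e-05 to 0.650). Mature miR-27c-3p and miR-27c-5p, which share their counts, had 428 ± 33.7 CPM (SD, n = 3), at least 224-fold higher (quasi-likelihood adjusted p = 0.242 for each; over 16 alternatives 4.8e-05 to 0.641 for miR-27c-3p and to 0.650 for miR-27c-5p). Let-7d-3p was at least 10.7-fold higher and miR-29a-5p at least 4.16-fold higher, both at 0 in control water. Mature miR-125b-5p had 919 ± 1592 CPM (SD, n = 3) before and 1803 ± 976 CPM (SD, n = 3) after stress. With TMM and the tank as a block the quasi-likelihood test called none of the 11. When known miRNAs alone were tested it called 4 of them, miR-128-4-5p, miR-27c-3p, miR-27c-5p and miR-30b-5p. Other members of the family were counted for 8 of the 11. Summed with these, 4 of the 8 turned to log2 fold changes below 0 by the study's edgeR test, with -0.40 for miR-27c-5p, -0.36 for miR-29a-5p and the values of miR-26a-5p and miR-30b-5p given at their families, and miR-125b-5p came to 0.15. The 3 members of miR-128, summed with each other, came to 10.77 (adjusted p = 0.324 by that test, and 0.0130 by DESeq2, which called the sum). For miR-27c-3p, miR-16a-5p and let-7d-3p no other member of the same arm was counted. Since miR-27c-3p has the same counts as miR-27c-5p, its value is not separate from the -0.40 given for that arm.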

Twelve known miRNAs were upregulated following stress (Table 5). 

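Of 25 water miRNAs named by location that the study's tools call, several have counts that changed little or that moved between overlapping locations. The miRNA on NC_035100.1 from 18059421 to 18059494 (plus strand, Omyk_1.0) had counts of 2947, 2863 and 2335 before and 1848, 2646 and 2313 after stress. Relative to the other miRNAs its log2 fold change was -3.42 (SE 0.23, edgeR quasi-likelihood adjusted p = 0.0371; over 16 alternatives 4.6e-08 to 0.717), and scaled by trimmed reads it was -0.93 (not called). The miRNA on NC_035077.1 from 6400391 to 6400472 (minus strand) had counts of 147, 3882 and 1679 before and 87, 2765 and 1379 after stress. Its log2 fold change was -3.66 (SE 0.20, quasi-likelihood adjusted p = 0.0284; over 16 alternatives 2.0e-08 to 0.717), or -1.17 scaled by trimmed reads (not called), and it had 0 counts in every plasma and mucus library. On NC_035077.1 the location from 28628390 to 28628451 had counts of 0, 0 and 10498 before and 107745, 85921 and 192475 after stress, and that from 28628392 to 28628451 had 13620, 12396 and 0 before and 0 after. DESeq2 called both, at log2 fold changes of 15.46 and -17.71, and the log2 fold change of their sum was 0.14. The lowest DESeq2 log2 fold change, -30, belonged to locations counted in control replicate 2 alone, such as NC_035091.1 from 38285981 to 38286031 with 47243 counts. Summed with its overlapping locations, this one had counts in every water library. They were 37219, 47243 and 29228 before and 29417, 33661 and 30741 after, with a DESeq2 log2 fold change of -3.44.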

Differentially expressed miRNAs in water increased between a log2 fold change between 7 and 20 and decreased with a log2 fold change between −3 and −30. Six miRNAs, five known and one novel, were identified by both edgeR and DESeq2 to be differentially expressed.

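Of the miRNAs called by both tools in water, miR-26b-5p is the only one with counts in every library. It fell from 7359 ± 497 CPM (SD, n = 3) before to 145 ± 29.3 CPM (SD, n = 3) after the stressor and was lower in 3 of 3 tanks. Its counts were 4213, 3433 and 3773 before and 858, 419 and 778 after. The log2 fold change was -5.69 (SE 0.28, adjusted p = 0.0284 from edgeR's quasi-likelihood test), and the adjusted p ran from 1.4e-09 to 0.739 over 17 alternatives and passed the threshold in 12. Scaled by trimmed reads the log2 fold change was -3.20 (quasi-likelihood adjusted p = 0.0165). By its means the rest of the family went the other way, from 2582 CPM before to 4311 CPM after. Counts of the summed miR-26-5p family were 4213, 3433 and 7512 before and 34064, 23833 and 928 after. Before the stressor the rest was thus counted in replicate 3 alone, and in that tank it fell. The summed family had a log2 fold change of -1.67. In stressed replicate 3 the sum cannot hold the 31304 reads of the exact miR-26a-5p sequence that FastQC lists. The others called by both tools, miR-30b-5p, miR-128-4-5p, miR-27c-3p, miR-27c-5p and the miRNA on NC_035081.1 from 25546959 to 25547017 (minus strand), had 0 counts in control water. The last had counts of 559, 344 and 852 after stress (log2 fold change 11.30 by the study's edgeR test; quasi-likelihood adjusted p = 0.285; over 15 alternatives 6.9e-05 to 0.641).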

**TABLE 5:** List of known differentially expressed microRNA (miRNA) in water.

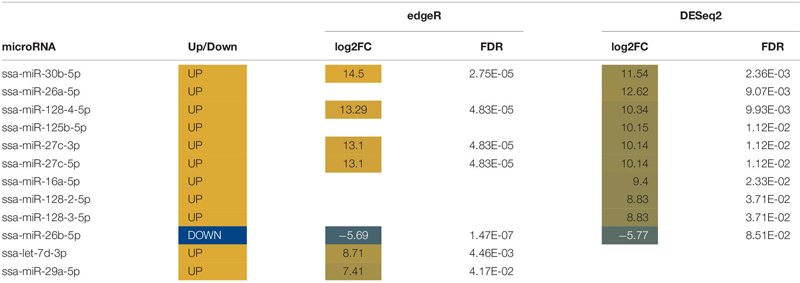

*MicroRNAs that increase following the stressor are indicated by UP (yellow or lighter shade background) and those that decrease following the stressor are indicated by DOWN (blue background or darker shade background). If the differentially expressed miRNA was identified using edgeR or DESeq2, there is a log2 fold change and false discovery rate (FDR) indicated in their respective column. MicroRNAs with data in both edgeR and DESeq2 were determined to be significantly altered using both tools. MicroRNAs are ordered from smallest to largest FDR.*

**TABLE 6:** List of novel differentially expressed microRNA (miRNA) in water.

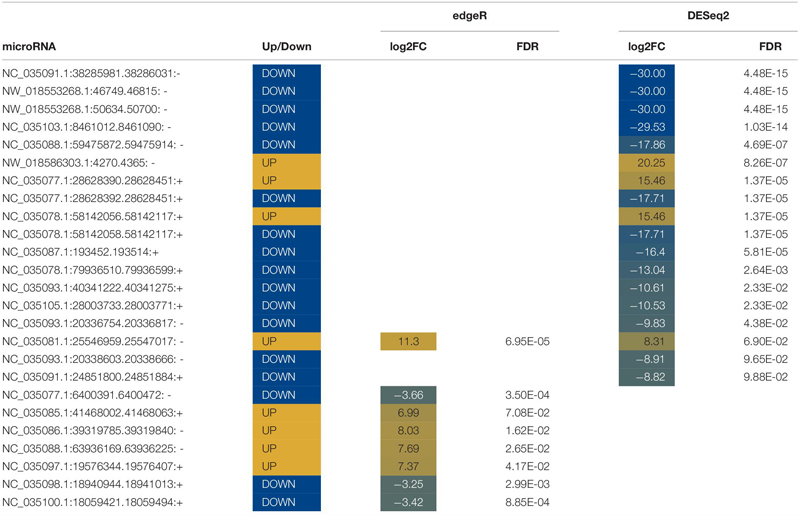

*MicroRNAs that increase following the stressor are indicated by UP (yellow or lighter shade background) and those that decrease following the stressor are indicated by DOWN (blue or darker shade background). If the differentially expressed miRNA was identified using edgeR or DESeq2, there is a log2 fold change and false discovery rate (FDR) indicated in their respective column. MicroRNAs with data in both edgeR and DESeq2 were determined to be significantly altered using both tools. MicroRNAs are ordered from smallest to largest FDR.*

#### Comparison of Known Differentially Expressed MicroRNA in All Sample Types

Differentially expressed miRNAs were compared across sample types (plasma, mucus, water) to understand whether altered miRNA profiles are conserved between sample types. 

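All 10 miRNAs called in plasma by either tool had 0 counts in every mucus and water library, and the pair of miRNAs that the study calls in both mucus and water was not called in plasma. In plasma, miR-26a-5p had 54139 ± 23897 CPM (SD, n = 3) before and 75340 ± 40109 CPM (SD, n = 3) after stress (log2 fold change 0.48, SE 0.54, edgeR adjusted p = 0.993). Plasma miR-30b-5p had 3380 ± 1133 CPM (SD, n = 3) before and 3115 ± 550 CPM (SD, n = 3) after (log2 fold change -0.12, SE 0.42, edgeR adjusted p = 0.993). No miRNA called in plasma was also called in mucus or in water by the quasi-likelihood test, the study's edgeR tests or DESeq2, with 0, 1 and 10 called in plasma. A miRNA called in 1 sample type and not in another is not thereby shown to differ between them, and for plasma that difference was not tested.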

No altered miRNAs were shared between plasma and the other sample types (Figure 4). Only two differentially expressed miRNAs, miR-30b-5p and miR-26a-5p, were shared between water and mucus (Figure 4). 

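Shared calls between mucus and water came from DESeq2. It called 15 miRNAs in mucus and 28 in water, and miR-26a-5p and miR-30b-5p were in both. The quasi-likelihood test called 1 in mucus and 3 in water with 0 in both, and the study's edgeR tests called 2 and 15 with 0 in both. At an unadjusted p of 0.05 or less the quasi-likelihood test had 4 miRNAs in mucus and 28 in water. In water, miR-26a-5p had counts of 33052, 23340 and 0 after stress and 0 before, which is 4284 ± 3713 CPM (SD, n = 3) and at least 2112-fold higher by the counts of the table alone (DESeq2 log2 fold change 12.62, adjusted p = 0.00907). It was left out by edgeR's filter. In stressed replicate 3, where the count is 0, FastQC lists 31304 reads of its exact sequence. The control water libraries list none, at limits of 10848 to 22204 reads.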

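Counts of miR-30b-5p lay in opposite treatments in mucus and in water, while for miR-26a-5p the difference between the sample types could not be estimated. The study chose both miRNAs on these samples for these calls, so the test of the difference is not independent evidence. In water miR-30b-5p had 0 counts before and 5751, 4501 and 5298 after the stressor, which is 1128 ± 92.6 CPM (SD, n = 3) and at least 582-fold higher, in 3 of 3 tanks. Its log2 fold change in water was 14.50 (SE 0.63, edgeR quasi-likelihood adjusted p = 0.241; over 16 alternatives 2.8e-05 to 0.650), and that of the summed miR-30-5p family was -0.44 by the study's edgeR test. Water minus mucus, its log2 fold change was 29.61 (SE 5.90, adjusted p = 0.00648 over the 2 miRNAs from edgeR's quasi-likelihood test of the interaction over 12 libraries). That fit leaves out the pairing of the water samples by tank. With the replicate as a block the value was 28.26 (adjusted p = 0.0681 from the same test). Over the alternatives this adjusted p ran from 4.8e-09 to 0.230. The highest came when the miR-30-5p family was summed, where water minus mucus was 2.14. For miR-26a-5p, at 0 in every control library of both sample types, the fitted difference of 0.14 has an SE of 467 and says nothing about likeness. With the miR-26-5p family summed, water minus mucus was 1.26 (edgeR adjusted p = 0.710). The sums, 285 counts in mucus control replicate 2 and 928 in water stressed replicate 3, cannot hold the exact miR-26a-5p reads listed there. Within the miR-30-5p family the members other than miR-30b-5p had 3492 CPM before and 1607 CPM after the stressor in water, and 1140 CPM and 634 CPM in mucus.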

Mucus and water had inverse expressions of miR-30b-5p (decreased in mucus, increased in water), whereas miR-26a-5p was increased in both mucus and water samples taken from 1 h post air-stressed fish (Tables 4, 5).

**FIGURE 4:**
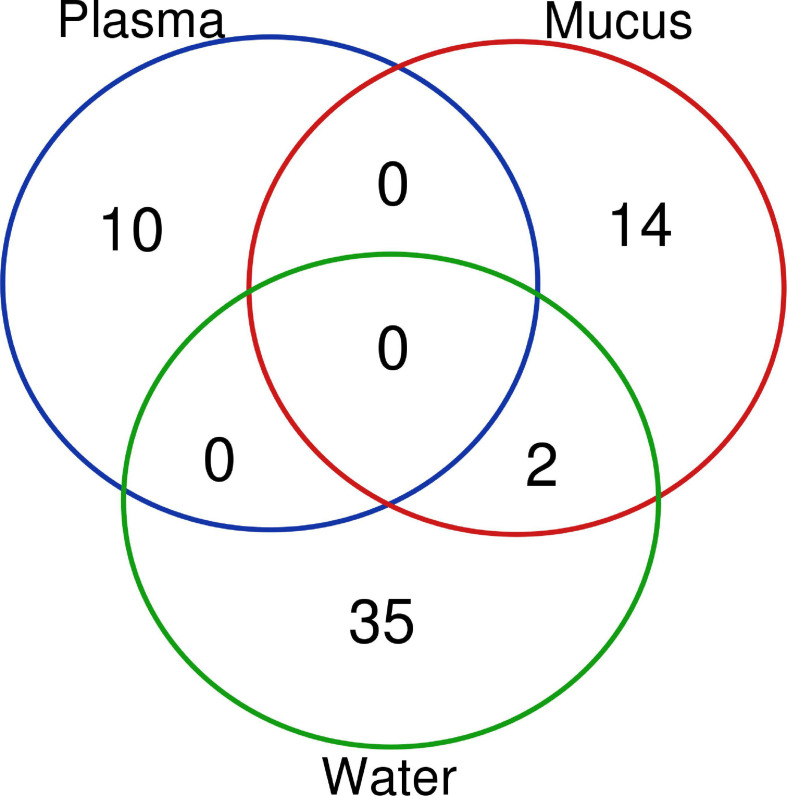
A Venn diagram of all differentially expressed microRNA in each sample type. Differentially expressed miRNAs (*p* ≤ 0.05, FDR < 0.1, log fold change < |2|) shared between each sample type are indicated by the overlap of the circle and by the number of miRNAs that are shared. Altered miRNA profiles were mostly unique to matrix type.

### Validation of Differentially Expressed MicroRNA Using RT-qPCR

Differentially expressed miRNAs identified via RNA-Seq were measured via RT-qPCR in un-sequenced samples to validate the RNA-Seq results and to develop a RT-qPCR assay for measuring miRNA expression changes in water. Several normalization methods for miRNA expression were tested during RT-qPCR validation. Expression of ssa-mir-16b-5p in plasma samples was normalized by using a common miRNA input amount (3 ng) into the cDNA reaction. Expression of ssa-miR-30b-5p in mucus samples was normalized by using a common miRNA input amount (140 ng) into the cDNA reaction and normalizing to cel-miR-39 expression (corrected for input volume of spike-in). Expression of ssa-miR-30b-5p and ssa-miR-26a-5p in water samples was normalized by using a common miRNA volume input (12 μL) and normalizing to miRNA input (quantified by Qubit).

In plasma samples, ssa-miR-16b-5p expression increased by a log2 fold change of 1.01 1-h post-stress (*p* = 0.24; Figure 5A). Correlation between RNA-Seq and RT-qPCR values in plasma was 0.76 (DESeq2) and 0.89 (edgeR). 

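By RT-qPCR miR-16b-5p was measured in every plasma sample, control fish included. The paper's relative expression was 1.08 ± 0.488 (SD, n = 3) in control and 2.18 ± 2.46 (SD, n = 3) in stressed fish (2-sided exact permutation test, p = 0.8). In the sequenced plasma of control fish its count was 0 in all 3 libraries. Stressed replicate 1 has the highest value by both measures, and the other stressed samples lie below 2 of the 3 control samples by RT-qPCR. Without the 2 samples of highest CPM, stressed replicates 1 and 2, Pearson's r between CPM and the paper's RT-qPCR value was -0.507 over the 4 samples left. Of these only stressed replicate 3 has a CPM above 0. The samples left out have RT-qPCR values of 5.02 in stressed replicate 1 and 0.921 in stressed replicate 2, so a positive correlation over all 6 leans on stressed replicate 1. A correlation within a treatment was not analysed here. The sequenced and RT-qPCR samples are different fish that share only their treatment and replicate number.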

In mucus samples, ssa-miR-30b-5p expression decreased by a log2 fold change of −1.40 1-h post stress (*p* = 0.054; Figure 5B). 

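In mucus, miR-30b-5p was measured by RT-qPCR in every sample of stressed fish, whereas the sequenced libraries of stressed fish held 0 counts. The paper's relative expression was 0.0280 ± 0.0120 (SD, n = 3) in control and 0.0131 ± 0.00373 (SD, n = 3) in stressed fish, a log2 ratio of -1.10 (2-sided exact permutation test, p = 0.2). Over the 6 numbered samples Pearson's r between CPM and the paper's RT-qPCR value was -0.149 (exact permutation p = 0.933) and Spearman's rho was 0.304 (exact permutation p = 0.6). Adjusted over the 4 relations computed, these p-values are 0.933 and 0.6. On a log2 scale r was 0.239. Without the 2 samples of highest CPM every value left is 0, so r rests on those 2.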

Correlation between RNA-Seq and RT-qPCR values in mucus was −0.17 (DESeq2). In water samples, ssa-miR-30b-5p expression increased by a log2 fold change of 2.05 (*p* = 0.0061) 1-h post-stress (Figure 5C). In addition, ssa-miR-26a-5p was only measured in the stressed samples (present) and was absent in the control samples (Figure 5D). Correlation between RNA-Seq and RT-qPCR values in water was 0.93 (DESeq2) and 0.94 (edgeR) for miR-30b and 0.98 (DESeq2) for miR-26a. 

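In water both miRNAs were higher after the stressor by RT-qPCR in separate bottles. The paper's relative expression of miR-30b-5p was 0.000875 ± 0.000693 (SD, n = 3) in control and 0.00362 ± 0.000851 (SD, n = 3) in stressed water, a log2 ratio of 2.05. It was thus measured in all control bottles, where the sequenced control libraries held 0 counts. The paper's values for miR-26a-5p were 0 in all control bottles and 0.0183 ± 0.0142 (SD, n = 3) in stressed bottles. Every stressed bottle lay above every control bottle for both miRNAs, and with control and stressed bottles of a number taken as a pair, as for the sequenced water, 3 of 3 pairs were higher (2-sided exact test of the pairs, p = 0.25, the smallest that 3 pairs allow). For miR-30b-5p both measures separate the treatments. For miR-26a-5p the sequenced count is 0 in all control libraries and in stressed replicate 3. A correlation within a treatment, over 3 samples, was not analysed here. Because RT-qPCR was done on separate samples, the paper concludes that it extends the usefulness of these miRNAs as biomarkers.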

Relative expression and calculations are found in the Supplementary Results (qPCR_results tab).

**FIGURE 5:**
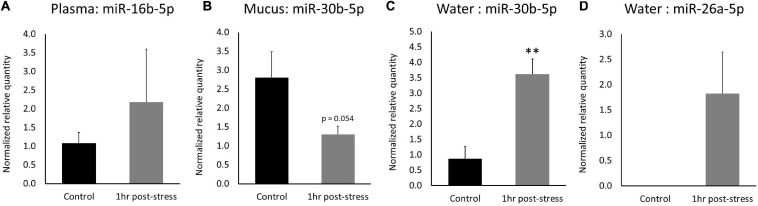
RT-qPCR expression of differentially expressed miRNAs. Mean expression ± SEM of **(A)** ssa-miR-16b-5p in plasma, **(B)** ssa-miR-30b-5p in mucus, **(C)** ssa-miR-30b-5p in water, and **(D)** ssa-miR-26a-5p in water. Significant different between treatments indicated by asterisks (one-tailed *t*-test, *n* = 3, *p* < 0.05).

## Discussion

The objective of this study was to understand how microRNAs of rainbow trout are altered in plasma, mucus, and water in response to acute stress. The changes in plasma miRNA expression 1-h post stressor were determined. MicroRNAs were isolated from epidermal mucus and surrounding water. Alterations in relative amounts of miRNAs were observed in both mucus and water following acute stress. One-hour after acute stress there were only two significantly altered miRNAs that were identified in both mucus and adjacent water.

### Role of Plasma MicroRNA in Physiological Responses to Stress

Following acute stress, seven miRNAs in plasma were upregulated, and three miRNAs were downregulated. This is the first identification of all miRNAs in blood plasma following acute stress of a teleost. The current study was restricted to examining the profile of miRNAs in plasma at a single time. Additional studies are required to further describe the dynamics or responses of miRNAs to stressor time points within 1 h, when cortisol is increasing, and after 1 h, as the stress response is decreasing.

The altered profile of miRNAs in plasma was used to perform pathway analyses *in silico* to identify putative targets of miRNA. That analysis identified targeted pathways of biosynthesis, degradation, and metabolism. None of the targets are associated with well-known molecular stress response signaling, such as the glucocorticoid receptor (Ducouret et al., 1995). However, miR-16b-5p and miR-16c-5p were predicted to cause a decrease in thirteen targets of the adrenergic signaling in cardiomyocytes, including receptors for adrenaline and noradrenaline, the catecholamines that increase within seconds to minutes of the acute stress response, which would be predicted to be less active at 1-h post stress (Randall and Ferry, 1992; Wendelaar Bonga, 1997; Tort, 2013). These results are *in silico* predictions and the ability of miR-16b-5p and miR-16c-5p to target the mRNA would need to be validated by use of 3′UTR luciferase assays (Zeng and Cullen, 2003). Predictions made *in silico* during the current study are useful in developing future hypotheses to further understanding of how acute responses to stress are regulated in fishes.

### Benefits and Limitations of Each Non-lethal Sampling Location

MicroRNAs in plasma, mucus, and water can all be collected non-lethally, but each sample type has benefits and limitations. These are discussed here in order to provide applications and advise areas of future study of altered miRNAs in each of these sample types. For both plasma and mucus, miRNA can be associated with specific fish being sampled. However, fish must be caught and handled, which is invasive and time consuming and can confound the acute stress response (Brydges et al., 2009). Measurements of miRNA in plasma have the benefit of being associated with internal tissue responses as biomarkers of disease states (Cui and Cui, 2020). However, non-lethal sampling of blood from fish for identification and quantification of miRNA conservatively requires a minimum fish mass of 500 g. This is due to the most conservative, non-lethal blood sampling guideline to take no more than 1 mL blood per 1 kg of total fish mass and the requirement of 0.5 mL of blood to collect the 0.2 mL plasma required to extract miRNA (Canadian Council on Animal Care, 2005; Hawkins et al., 2011; Lawrence et al., 2020). Additionally, many sentinel species are small-bodied fish, which would require lethal sampling to collect blood plasma, so less invasive methods are advised (Bahamonde et al., 2015; Thornton et al., 2017; Arlos et al., 2018). Mucus can be collected non-lethally from fish smaller than 500 g, though the amount of mucus that can be collected from a fish without causing unacceptable stress or resulting in infections is not yet defined (Canadian Council on Animal Care, 2005). Though changes in miRNAs in mucus following acute stress have been suggested as a safe and effective way to monitor for stress responses, the biological roles of miRNAs associated with mucus are not yet understood. Collection of water in which fish have resided is completely non-invasive, requires limited training, and can be collected regardless of season. However, miRNA measured in the water column are not associated with one organism and can only be associated with a particular fish species if there is only a single species present in the water. Within environmental samples, plant and animal miRNA can be differentiated easily based on sequence (Hertel and Stadler, 2015). However, due to conservation of miRNA between fish and other vertebrates, measurement of miRNA from the aquatic environment would be indicative of the entire fish or vertebrate community (Hertel and Stadler, 2015). Though this could be detrimental when attempting to study the health status of a particular fish species, this can be leveraged as a method to understand the health status of the entire aquatic community; removing the need to use only fish or a particular fish species as sentinels of environmental health.

### Unknown Sources of MicroRNAs in Mucus and Water

Two of the sixteen differentially expressed mucus miRNAs were altered in water, which indicates mucus is a possible source of some of the miRNAs. This was expected since one source of DNA in water (eDNA) is mucus of fishes, but the actual source or sources of miRNAs in water is not known and mucus could be only one source of the 37 altered miRNA in water. 

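Abundances of known miRNAs in water followed those in mucus more closely than those in plasma. Across the 94 known miRNAs tested in both mucus and water, mean log2 CPM had a Spearman correlation of 0.850. The correlation was 0.573 across 118 known miRNAs of plasma and water and 0.415 across 101 of plasma and mucus. Across all known miRNAs counted in either sample type of a pair these were 0.859, 0.808 and 0.707. The most abundant known miRNAs of both mucus and water include epithelial ones. Thus miR-203b-3p had 11742 ± 6421 CPM (SD, n = 3) in control and 24378 ± 1250 CPM (SD, n = 3) in stressed mucus, 26101 ± 9653 CPM (SD, n = 3) in control and 33649 ± 6424 CPM (SD, n = 3) in stressed water, and 1110 ± 1017 CPM (SD, n = 3) in control and 205 ± 150 CPM (SD, n = 3) in stressed plasma. CPM are shares of all counts. Known miRNAs made up 49.7% ± 29.8 (SD, n = 3) of these in control mucus and 72.6% ± 11.6 (SD, n = 3) in control water. Sizes of CPM are therefore not comparable between sample types. The correlations are across miRNAs, which are not independent replicates. From the miRNAs altered in both mucus and water the paper proposes that mucus is a possible source of some miRNAs in water.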

None of the altered plasma miRNA profile is shared with the mucus or water miRNA profiles indicating that perhaps secretion of miRNA from plasma into mucus or water does not occur immediately. These unique profiles of miRNA indicate that the source of altered miRNA in water is not known 1 h after acute stress. 

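Estimated fold changes of known miRNAs after stress were nearly uncorrelated between sample types. Across the miRNAs tested in both, the Spearman correlation of log2 fold changes was -0.150 between plasma and mucus, 0.042 between plasma and water and 0.152 between mucus and water. The fold changes had the same sign for 49 of 101, 53 of 118 and 58 of 94 miRNAs. With only miRNAs counted in every library of both sample types the correlations were -0.202, -0.082 and 0.211. They are correlations across miRNAs, and each fold change carries the spread of 3 samples per treatment. Low correlations of such estimates therefore do not show that the responses differ. From the absence of shared plasma miRNAs the paper proposes that miRNAs are perhaps not secreted from plasma at once, and from the separate profiles it states that the source of the altered miRNAs in water is not known.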

Sources of mucus itself are goblet, sacciform, and club cells (Fasulo et al., 1993; Shephard, 1993; Zaccone et al., 2001). MicroRNAs in mucus could be packaged in exosomes or associated with proteins and secreted from these cells or epidermal cells themselves. eDNA of fishes originates from feces, urine, gametes, mucus, scales, blood, and secretions (Höss et al., 1992; Valiere and Taberlet, 2000; Ficetola et al., 2008; Jerde et al., 2011). Therefore, miRNA can be sampled from these locations and compared to profiles of miRNA in mucus and water to better understand sources of environmental miRNA. Differentially expressed miRNA in each of the samples could be fluorescently labeled to track paths of secretion (Manca et al., 2018). Identifying the destination of plasma miRNA and the source of mucus and water miRNA would allow us to understand the role of miRNA in responding to stress and facilitate the development of miRNA as a reliable, non-lethal biomarker of stress.

### Considerations for RNA-Seq Analysis of MicroRNA and RT-qPCR Validation

To identify differentially expressed miRNA in sequenced samples from rainbow trout, the miARma-Seq pipeline was applied (Andrés-León et al., 2016; Andrés-León and Rojas, 2019). We have tested the pipeline and the results that it produced *in silico*. Since rainbow trout are not a model organism and their miRNAs are not present in miRbase, even though they have been sequenced (Juanchich et al., 2016), alternative references and indexes had to be curated for this analysis and can be used in future analyses. The customized options have been outlined in the methods and resources are available in the Supplementary Material. These options and resources can be useful to others analyzing rainbow trout miRNA via RNA-Seq.

A concern when analyzing these RNA-Seq data was the low mapping percentages of reads to the rainbow trout genome and Atlantic salmon miRNA. When comparing plasma mapping percentages, it was found to be within range of human plasma miRNA mapping (Dufourd et al., 2019). The mapping percentages were less for mucus and water and because miRNA in these samples had not been measured previously, there is no comparison to ensure this is acceptable. The observed lesser percentages can be attributed to other environmental sources of RNA present. Therefore, future sequencing of environmental samples could focus on enriching miRNA prior to sequencing as well as further *in silico* filtering of extraneous RNA. The unmapped RNA can be identified and analyzed to determine if other small RNA are altered following acute stress. These mapping percentages of miRNA present in mucus and water can be used as a threshold for future research.

To validate the RNA-Seq results and the miRNAs as biomarkers, miRNAs (ssa-miR-16b-5p, ssa-miR-30b-5p, ssa-miR-26a-5p) were measured via RT-qPCR in un-sequenced plasma, mucus, and water samples. The RNA-Seq and RT-qPCR results are highly correlated when comparing statistically significant results and using Pearson’s correlation coefficient. However, though miRNA expression has extensively been measured in plasma (Mitchell et al., 2008; Wu et al., 2012; Sourvinou et al., 2013; Brunet-Vega et al., 2015; Vigneron et al., 2016; Zhao et al., 2016; Scrutinio et al., 2017; Binderup et al., 2018; Poel et al., 2018), and has been measured once in mucus (Zhao et al., 2020) using RT-qPCR, there is still much debate as to the appropriate methods of normalization. We tested a number of methods (common miRNA input amount and volume, synthetic spike-in, and a small RNA reference gene) during our validation. However, more robust methods should be established. Here we have measured miRNA expression from water samples via RT-qPCR for the first time and determined that normalizing to miRNA input amount is a successful method in this sample type. Therefore, the RT-qPCR validation confirms the RNA-Seq results, extending the usefulness of these miRNAs as biomarkers since the qPCR validation was performed on separate samples, and highlighting the potential to develop more robust methods of measuring miRNA expression in plasma, mucus, and water samples.

### Future Development of MicroRNA as Non-lethal Indicators of Stress

Since changes in expression patterns of miRNA in blood, mucus, and water following acute stress in rainbow trout were observed, this work can be expanded by measuring changes in miRNA in response to other stressors and in other aquatic organisms to test the conservation of the miRNA response. Due to the ability to non-lethally measure miRNA and the potential functional relationships to internal mRNA changes, blood, mucus, and/or water miRNA could be developed as biomarkers of stress in fish and the aquatic environment. The benefit to developing miRNA as indicators of fish stress is that in tissues, specific miRNAs are altered in response to specific stressors (ex., Gonçalves et al., 2020; Liu et al., 2020a, b; Qiang et al., 2020). Therefore, if this is true in non-lethal samples, non-lethally collected miRNA can provide not only an early indicator of fish stress but also provide an indicator of what type of fish stress (ex., temp, metals) is being experienced, allowing for earlier, targeted remediation to be implemented. Due to the current collection and analysis of DNA in the water being termed environmental DNA (eDNA), we propose that measurements of miRNA in water be termed environmental miRNA (e-microRNA or e-miRNA). E-miRNA can currently be extracted from the same water samples or filter used in eDNA collection and can potentially be developed as a method of simultaneously measuring fish stress as well as fish species present.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: the NCBI Gene Expression Omnibus (GSE151138).

## Ethics Statement

The animal study was reviewed and approved by the Animal Care Committee – University of Waterloo.

## Author Contributions

HI conducted the experimental design, collected and analyzed data, and wrote the manuscript. ML assisted in bioinformatic data analysis and edited the manuscript. MS, AD, and JG acquired grant funding. BK acquired funding and edited the manuscript. PC acquired funding, assisted in experimental design and manuscript writing, and edited the manuscript. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 https://github.com/rajewsky-lab/mirdeep2

2 https://doi.org/10.6084/m9.figshare.12461969.v1

3 https://www.uniprot.org/uploadlists/

4 https://david.ncifcrf.gov/

5 https://doi.org/10.6084/m9.figshare.12974792.v1

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

size\_trimmed\_adapterless\_SV18263\_0007\_S19\_R1\_001.fastq FastQC Report 

FastQC Report

Fri 8 May 2020  
size\_trimmed\_adapterless\_SV18263\_0007\_S19\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | size\_trimmed\_adapterless\_SV18263\_0007\_S19\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 16566625 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 18-35 |
| %GC | 54 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

size\_trimmed\_adapterless\_SV18263\_0009\_S21\_R1\_001.fastq FastQC Report 

FastQC Report

Fri 8 May 2020  
size\_trimmed\_adapterless\_SV18263\_0009\_S21\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | size\_trimmed\_adapterless\_SV18263\_0009\_S21\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 11875192 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 18-35 |
| %GC | 55 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

size\_trimmed\_adapterless\_SV18263\_0011\_S23\_R1\_001.fastq FastQC Report 

FastQC Report

Fri 8 May 2020  
size\_trimmed\_adapterless\_SV18263\_0011\_S23\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | size\_trimmed\_adapterless\_SV18263\_0011\_S23\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 16029580 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 18-35 |
| %GC | 57 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

size\_trimmed\_adapterless\_SV18263\_0008\_S20\_R1\_001.fastq FastQC Report 

FastQC Report

Fri 8 May 2020  
size\_trimmed\_adapterless\_SV18263\_0008\_S20\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | size\_trimmed\_adapterless\_SV18263\_0008\_S20\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 18576882 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 18-35 |
| %GC | 58 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

size\_trimmed\_adapterless\_SV18263\_0010\_S22\_R1\_001.fastq FastQC Report 

FastQC Report

Fri 8 May 2020  
size\_trimmed\_adapterless\_SV18263\_0010\_S22\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | size\_trimmed\_adapterless\_SV18263\_0010\_S22\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 12601098 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 18-35 |
| %GC | 52 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

size\_trimmed\_adapterless\_SV18263\_0012\_S24\_R1\_001.fastq FastQC Report 

FastQC Report

Fri 8 May 2020  
size\_trimmed\_adapterless\_SV18263\_0012\_S24\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | size\_trimmed\_adapterless\_SV18263\_0012\_S24\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 19528092 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 18-35 |
| %GC | 52 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

size\_trimmed\_adapterless\_SV18263\_0019\_S9\_R1\_001.fastq FastQC Report 

FastQC Report

Fri 8 May 2020  
size\_trimmed\_adapterless\_SV18263\_0019\_S9\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | size\_trimmed\_adapterless\_SV18263\_0019\_S9\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 22464973 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 18-35 |
| %GC | 52 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

size\_trimmed\_adapterless\_SV18263\_0021\_S11\_R1\_001.fastq FastQC Report 

FastQC Report

Fri 8 May 2020  
size\_trimmed\_adapterless\_SV18263\_0021\_S11\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | size\_trimmed\_adapterless\_SV18263\_0021\_S11\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 24258448 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 18-35 |
| %GC | 49 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

size\_trimmed\_adapterless\_SV18263\_0023\_S13\_R1\_001.fastq FastQC Report 

FastQC Report

Fri 8 May 2020  
size\_trimmed\_adapterless\_SV18263\_0023\_S13\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | size\_trimmed\_adapterless\_SV18263\_0023\_S13\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 16363363 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 18-35 |
| %GC | 50 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

size\_trimmed\_adapterless\_SV18263\_0020\_S10\_R1\_001.fastq FastQC Report 

FastQC Report

Fri 8 May 2020  
size\_trimmed\_adapterless\_SV18263\_0020\_S10\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | size\_trimmed\_adapterless\_SV18263\_0020\_S10\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 15966963 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 18-35 |
| %GC | 50 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

size\_trimmed\_adapterless\_SV18263\_0022\_S12\_R1\_001.fastq FastQC Report 

FastQC Report

Fri 8 May 2020  
size\_trimmed\_adapterless\_SV18263\_0022\_S12\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | size\_trimmed\_adapterless\_SV18263\_0022\_S12\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 20592483 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 18-35 |
| %GC | 47 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

size\_trimmed\_adapterless\_SV18263\_0024\_S14\_R1\_001.fastq FastQC Report 

FastQC Report

Fri 8 May 2020  
size\_trimmed\_adapterless\_SV18263\_0024\_S14\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | size\_trimmed\_adapterless\_SV18263\_0024\_S14\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 16893425 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 18-35 |
| %GC | 50 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

size\_trimmed\_adapterless\_SV18263\_0013\_S25\_R1\_001.fastq FastQC Report 

FastQC Report

Fri 8 May 2020  
size\_trimmed\_adapterless\_SV18263\_0013\_S25\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | size\_trimmed\_adapterless\_SV18263\_0013\_S25\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 11716657 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 18-35 |
| %GC | 51 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

size\_trimmed\_adapterless\_SV18263\_0015\_S27\_R1\_001.fastq FastQC Report 

FastQC Report

Fri 8 May 2020  
size\_trimmed\_adapterless\_SV18263\_0015\_S27\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | size\_trimmed\_adapterless\_SV18263\_0015\_S27\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 22204316 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 18-35 |
| %GC | 51 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

size\_trimmed\_adapterless\_SV18263\_0017\_S29\_R1\_001.fastq FastQC Report 

FastQC Report

Fri 8 May 2020  
size\_trimmed\_adapterless\_SV18263\_0017\_S29\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | size\_trimmed\_adapterless\_SV18263\_0017\_S29\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 10847696 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 18-35 |
| %GC | 51 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

size\_trimmed\_adapterless\_SV18263\_0014\_S26\_R1\_001.fastq FastQC Report 

FastQC Report

Fri 8 May 2020  
size\_trimmed\_adapterless\_SV18263\_0014\_S26\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | size\_trimmed\_adapterless\_SV18263\_0014\_S26\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 17065802 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 18-35 |
| %GC | 50 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

size\_trimmed\_adapterless\_SV18263\_0016\_S28\_R1\_001.fastq FastQC Report 

FastQC Report

Fri 8 May 2020  
size\_trimmed\_adapterless\_SV18263\_0016\_S28\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | size\_trimmed\_adapterless\_SV18263\_0016\_S28\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 24251897 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 18-35 |
| %GC | 50 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

size\_trimmed\_adapterless\_SV18263\_0018\_S30\_R1\_001.fastq FastQC Report 

FastQC Report

Fri 8 May 2020  
size\_trimmed\_adapterless\_SV18263\_0018\_S30\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | size\_trimmed\_adapterless\_SV18263\_0018\_S30\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 26910169 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 18-35 |
| %GC | 49 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

SV18263\_0007\_S19\_R1\_001.fastq FastQC Report 

FastQC Report

Thu 7 May 2020  
SV18263\_0007\_S19\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | SV18263\_0007\_S19\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 17386047 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 51 |
| %GC | 54 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

SV18263\_0009\_S21\_R1\_001.fastq FastQC Report 

FastQC Report

Thu 7 May 2020  
SV18263\_0009\_S21\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | SV18263\_0009\_S21\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 18648203 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 51 |
| %GC | 54 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

SV18263\_0011\_S23\_R1\_001.fastq FastQC Report 

FastQC Report

Thu 7 May 2020  
SV18263\_0011\_S23\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | SV18263\_0011\_S23\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 17616935 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 51 |
| %GC | 55 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

SV18263\_0008\_S20\_R1\_001.fastq FastQC Report 

FastQC Report

Thu 7 May 2020  
SV18263\_0008\_S20\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | SV18263\_0008\_S20\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 20280680 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 51 |
| %GC | 56 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

SV18263\_0010\_S22\_R1\_001.fastq FastQC Report 

FastQC Report

Thu 7 May 2020  
SV18263\_0010\_S22\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | SV18263\_0010\_S22\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 14400230 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 51 |
| %GC | 53 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

SV18263\_0012\_S24\_R1\_001.fastq FastQC Report 

FastQC Report

Thu 7 May 2020  
SV18263\_0012\_S24\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | SV18263\_0012\_S24\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 20698775 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 51 |
| %GC | 53 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

SV18263\_0019\_S9\_R1\_001.fastq FastQC Report 

FastQC Report

Thu 7 May 2020  
SV18263\_0019\_S9\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | SV18263\_0019\_S9\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 25446441 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 51 |
| %GC | 53 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

SV18263\_0021\_S11\_R1\_001.fastq FastQC Report 

FastQC Report

Thu 7 May 2020  
SV18263\_0021\_S11\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | SV18263\_0021\_S11\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 27421054 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 51 |
| %GC | 52 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

SV18263\_0023\_S13\_R1\_001.fastq FastQC Report 

FastQC Report

Thu 7 May 2020  
SV18263\_0023\_S13\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | SV18263\_0023\_S13\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 18098085 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 51 |
| %GC | 52 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

SV18263\_0020\_S10\_R1\_001.fastq FastQC Report 

FastQC Report

Thu 7 May 2020  
SV18263\_0020\_S10\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | SV18263\_0020\_S10\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 17978832 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 51 |
| %GC | 52 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

SV18263\_0022\_S12\_R1\_001.fastq FastQC Report 

FastQC Report

Thu 7 May 2020  
SV18263\_0022\_S12\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | SV18263\_0022\_S12\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 21978608 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 51 |
| %GC | 51 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

SV18263\_0024\_S14\_R1\_001.fastq FastQC Report 

FastQC Report

Thu 7 May 2020  
SV18263\_0024\_S14\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | SV18263\_0024\_S14\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 18746525 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 51 |
| %GC | 52 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

SV18263\_0013\_S25\_R1\_001.fastq FastQC Report 

FastQC Report

Thu 7 May 2020  
SV18263\_0013\_S25\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | SV18263\_0013\_S25\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 13307688 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 51 |
| %GC | 52 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

SV18263\_0015\_S27\_R1\_001.fastq FastQC Report 

FastQC Report

Thu 7 May 2020  
SV18263\_0015\_S27\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | SV18263\_0015\_S27\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 24700077 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 51 |
| %GC | 52 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

SV18263\_0017\_S29\_R1\_001.fastq FastQC Report 

FastQC Report

Thu 7 May 2020  
SV18263\_0017\_S29\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | SV18263\_0017\_S29\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 12686917 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 51 |
| %GC | 52 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

| Sequence | Count | Percentage | Possible Source |
| --- | --- | --- | --- |
| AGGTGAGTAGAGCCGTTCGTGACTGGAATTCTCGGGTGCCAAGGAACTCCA | 113504 | 0.8946539178903747 | RNA PCR Primer, Index 1 (100% over 28bp) |
| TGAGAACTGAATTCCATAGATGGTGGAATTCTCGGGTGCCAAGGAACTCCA | 86478 | 0.6816313214628897 | RNA PCR Primer, Index 1 (100% over 28bp) |
| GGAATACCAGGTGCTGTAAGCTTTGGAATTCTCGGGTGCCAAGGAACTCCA | 85477 | 0.6737413037383314 | RNA PCR Primer, Index 1 (100% over 28bp) |
| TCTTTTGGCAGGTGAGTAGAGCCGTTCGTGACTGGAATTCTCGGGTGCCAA | 76510 | 0.6030621939120434 | No Hit |
| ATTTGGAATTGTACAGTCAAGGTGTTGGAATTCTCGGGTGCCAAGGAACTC | 73569 | 0.5798808331448846 | RNA PCR Primer, Index 1 (100% over 26bp) |
| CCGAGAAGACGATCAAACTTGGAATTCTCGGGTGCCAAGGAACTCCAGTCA | 67479 | 0.5318786274080614 | RNA PCR Primer, Index 1 (100% over 32bp) |
| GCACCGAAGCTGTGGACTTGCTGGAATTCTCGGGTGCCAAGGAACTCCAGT | 51708 | 0.40756946703442615 | RNA PCR Primer, Index 1 (100% over 30bp) |
| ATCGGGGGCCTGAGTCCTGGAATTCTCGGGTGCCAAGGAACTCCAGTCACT | 50352 | 0.3968812911757837 | RNA PCR Primer, Index 3 (100% over 34bp) |
| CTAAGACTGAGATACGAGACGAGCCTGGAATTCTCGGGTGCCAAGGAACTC | 47373 | 0.373400409256244 | RNA PCR Primer, Index 1 (100% over 26bp) |
| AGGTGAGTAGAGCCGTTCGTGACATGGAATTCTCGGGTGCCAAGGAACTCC | 45530 | 0.3588736333657736 | RNA PCR Primer, Index 1 (100% over 27bp) |
| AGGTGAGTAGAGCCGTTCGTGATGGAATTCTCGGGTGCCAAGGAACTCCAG | 39165 | 0.3087038403419838 | RNA PCR Primer, Index 1 (100% over 29bp) |
| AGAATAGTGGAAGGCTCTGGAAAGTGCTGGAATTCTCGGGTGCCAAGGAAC | 38954 | 0.3070407097327113 | RNA PCR Primer, Index 1 (100% over 24bp) |
| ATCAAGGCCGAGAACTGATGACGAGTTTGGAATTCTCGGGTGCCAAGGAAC | 34794 | 0.27425102568259885 | RNA PCR Primer, Index 1 (100% over 24bp) |
| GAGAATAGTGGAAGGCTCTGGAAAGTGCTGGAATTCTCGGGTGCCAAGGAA | 34675 | 0.2733130515475115 | RNA PCR Primer, Index 1 (100% over 23bp) |
| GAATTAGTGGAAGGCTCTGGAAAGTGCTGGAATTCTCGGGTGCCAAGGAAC | 32553 | 0.2565871598277186 | RNA PCR Primer, Index 1 (100% over 24bp) |
| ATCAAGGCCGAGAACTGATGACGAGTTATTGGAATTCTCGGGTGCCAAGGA | 30063 | 0.23696064221118496 | RNA PCR Primer, Index 1 (100% over 22bp) |
| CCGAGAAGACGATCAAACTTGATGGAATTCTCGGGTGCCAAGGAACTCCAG | 28608 | 0.2254921349292346 | RNA PCR Primer, Index 1 (100% over 29bp) |
| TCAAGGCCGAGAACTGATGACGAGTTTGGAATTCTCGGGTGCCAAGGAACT | 28096 | 0.2214564815076823 | RNA PCR Primer, Index 1 (100% over 25bp) |
| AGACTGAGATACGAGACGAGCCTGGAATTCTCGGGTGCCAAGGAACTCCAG | 27638 | 0.21784646340793434 | RNA PCR Primer, Index 1 (100% over 29bp) |
| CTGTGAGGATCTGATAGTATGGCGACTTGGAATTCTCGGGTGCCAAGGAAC | 26464 | 0.20859283622648433 | RNA PCR Primer, Index 1 (100% over 24bp) |
| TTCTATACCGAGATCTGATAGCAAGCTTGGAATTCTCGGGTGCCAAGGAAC | 25863 | 0.20385567273751376 | RNA PCR Primer, Index 1 (100% over 24bp) |
| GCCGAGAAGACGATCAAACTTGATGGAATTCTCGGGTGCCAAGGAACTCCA | 24600 | 0.1939005354886455 | RNA PCR Primer, Index 1 (100% over 28bp) |
| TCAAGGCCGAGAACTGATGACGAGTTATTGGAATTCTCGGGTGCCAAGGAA | 24329 | 0.19176447674403482 | RNA PCR Primer, Index 1 (100% over 23bp) |
| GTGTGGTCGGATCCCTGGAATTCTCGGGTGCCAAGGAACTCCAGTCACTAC | 23381 | 0.1842922122056919 | RNA PCR Primer, Index 30 (97% over 36bp) |
| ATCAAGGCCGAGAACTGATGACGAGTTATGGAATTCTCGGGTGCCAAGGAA | 23209 | 0.18293648488438916 | RNA PCR Primer, Index 1 (100% over 23bp) |
| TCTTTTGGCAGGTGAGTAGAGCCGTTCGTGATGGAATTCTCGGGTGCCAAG | 22736 | 0.1792082347508067 | No Hit |
| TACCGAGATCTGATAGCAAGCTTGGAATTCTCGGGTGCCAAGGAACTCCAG | 22320 | 0.17592926634579542 | RNA PCR Primer, Index 1 (100% over 29bp) |
| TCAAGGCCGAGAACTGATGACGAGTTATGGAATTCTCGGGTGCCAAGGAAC | 20642 | 0.16270304282750492 | RNA PCR Primer, Index 1 (100% over 24bp) |
| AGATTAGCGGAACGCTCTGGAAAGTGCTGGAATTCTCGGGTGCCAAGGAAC | 20180 | 0.15906149618540108 | RNA PCR Primer, Index 1 (100% over 24bp) |
| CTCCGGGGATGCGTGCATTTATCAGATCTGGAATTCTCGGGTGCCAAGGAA | 19850 | 0.15646039144104118 | RNA PCR Primer, Index 1 (100% over 23bp) |
| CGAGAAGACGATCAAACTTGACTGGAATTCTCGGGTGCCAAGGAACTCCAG | 19746 | 0.15564064933978838 | RNA PCR Primer, Index 1 (100% over 29bp) |
| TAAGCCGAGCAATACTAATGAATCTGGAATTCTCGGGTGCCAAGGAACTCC | 19724 | 0.15546724235683107 | RNA PCR Primer, Index 1 (100% over 27bp) |
| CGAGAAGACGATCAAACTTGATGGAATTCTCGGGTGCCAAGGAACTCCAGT | 19482 | 0.15355976554430048 | RNA PCR Primer, Index 1 (100% over 30bp) |
| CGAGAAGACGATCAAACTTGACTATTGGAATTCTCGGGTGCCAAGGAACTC | 18624 | 0.1467968932089648 | RNA PCR Primer, Index 1 (100% over 26bp) |
| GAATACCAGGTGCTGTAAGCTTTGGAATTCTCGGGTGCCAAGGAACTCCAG | 18404 | 0.14506282337939155 | RNA PCR Primer, Index 1 (100% over 29bp) |
| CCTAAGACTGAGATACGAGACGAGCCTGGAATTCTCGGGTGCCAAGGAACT | 18120 | 0.14282429687212425 | RNA PCR Primer, Index 1 (100% over 25bp) |
| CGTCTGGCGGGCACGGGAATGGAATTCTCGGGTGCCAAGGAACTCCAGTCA | 17571 | 0.1384970044337801 | RNA PCR Primer, Index 1 (100% over 32bp) |
| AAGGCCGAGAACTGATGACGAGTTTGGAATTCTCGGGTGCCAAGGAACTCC | 17093 | 0.13472934362225275 | RNA PCR Primer, Index 1 (100% over 27bp) |
| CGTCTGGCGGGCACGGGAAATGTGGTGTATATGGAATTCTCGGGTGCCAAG | 16818 | 0.1325617563352862 | No Hit |
| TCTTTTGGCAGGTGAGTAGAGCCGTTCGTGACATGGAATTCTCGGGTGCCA | 16258 | 0.12814776040546336 | No Hit |
| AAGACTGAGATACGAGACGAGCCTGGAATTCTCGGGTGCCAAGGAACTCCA | 15778 | 0.12436433532275809 | RNA PCR Primer, Index 1 (100% over 28bp) |
| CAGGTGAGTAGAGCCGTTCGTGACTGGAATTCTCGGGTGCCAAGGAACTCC | 15423 | 0.12156617718867396 | RNA PCR Primer, Index 1 (100% over 27bp) |
| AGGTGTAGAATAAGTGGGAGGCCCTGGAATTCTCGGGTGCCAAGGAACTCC | 14643 | 0.11541811142927791 | RNA PCR Primer, Index 1 (100% over 27bp) |
| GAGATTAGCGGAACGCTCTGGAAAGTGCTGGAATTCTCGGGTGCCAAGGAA | 14558 | 0.11474812990421551 | RNA PCR Primer, Index 1 (100% over 23bp) |
| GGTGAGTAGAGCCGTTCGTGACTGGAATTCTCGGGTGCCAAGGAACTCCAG | 13863 | 0.10927004566988181 | RNA PCR Primer, Index 1 (100% over 29bp) |
| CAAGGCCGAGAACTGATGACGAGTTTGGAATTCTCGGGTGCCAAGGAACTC | 13366 | 0.10535262428216406 | RNA PCR Primer, Index 1 (100% over 26bp) |
| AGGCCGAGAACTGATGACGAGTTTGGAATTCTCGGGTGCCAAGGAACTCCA | 13318 | 0.10497428177389354 | RNA PCR Primer, Index 1 (100% over 28bp) |
| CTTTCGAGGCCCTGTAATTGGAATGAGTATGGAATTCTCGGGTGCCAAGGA | 12805 | 0.10093074621675227 | RNA PCR Primer, Index 1 (100% over 22bp) |

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

SV18263\_0014\_S26\_R1\_001.fastq FastQC Report 

FastQC Report

Thu 7 May 2020  
SV18263\_0014\_S26\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | SV18263\_0014\_S26\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 18783772 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 51 |
| %GC | 52 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

SV18263\_0016\_S28\_R1\_001.fastq FastQC Report 

FastQC Report

Thu 7 May 2020  
SV18263\_0016\_S28\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | SV18263\_0016\_S28\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 27056416 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 51 |
| %GC | 52 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

# Supplementary material for: High Throughput Sequencing of MicroRNA in Rainbow Trout Plasma, Mucus, and Surrounding Water Following Acute Stress
**Source:** Front Physiol. 2021 Jan 13;11:588313. doi: 10.3389/fphys.2020.588313
**Supplement:** Supplementary file 2

SV18263\_0018\_S30\_R1\_001.fastq FastQC Report 

FastQC Report

Thu 7 May 2020  
SV18263\_0018\_S30\_R1\_001.fastq

## Summary

- Basic Statistics
- Per base sequence quality
- Per tile sequence quality
- Per sequence quality scores
- Per base sequence content
- Per sequence GC content
- Per base N content
- Sequence Length Distribution
- Sequence Duplication Levels
- Overrepresented sequences
- Adapter Content

## Basic Statistics

| Measure | Value |
| --- | --- |
| Filename | SV18263\_0018\_S30\_R1\_001.fastq |
| File type | Conventional base calls |
| Encoding | Sanger / Illumina 1.9 |
| Total Sequences | 29422971 |
| Sequences flagged as poor quality | 0 |
| Sequence length | 51 |
| %GC | 51 |

## Per base sequence quality

## Per tile sequence quality

## Per sequence quality scores

## Per base sequence content

## Per sequence GC content

## Per base N content

## Sequence Length Distribution

## Sequence Duplication Levels

## Overrepresented sequences

## Adapter Content

Produced by FastQC (version 0.11.9)

How the deposited data were processed for this re-analysis (not part of the article)

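Small RNA libraries of plasma, epidermal mucus and tank water of rainbow trout were analysed, with 3 control and 3 stressed libraries of each sample type (18 libraries). Stressed samples were taken 1 h after 3 min in air. Plasma and mucus of a replicate came from different fish of a tank before and after stress, and water came from the same tank. Samples were grouped by the labels and the paper's design, and control and stressed samples of a number were taken as a pair only for water, as in the study. As a check of that numbering, each control library was compared with all stressed libraries after removal of the group means: the correlation with its own number was -0.10, -0.02 and -0.17 in plasma, -0.21, -0.14 and -0.19 in mucus and 0.17, 0.17 and 0.08 in water, and only in water was the own number the best for every replicate. No 2 libraries of a treatment agreed within sampling noise, so each was counted as 1 sample.

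Per the submitters' processing notes and the paper's methods, the authors trimmed the reads with cutadapt 2.10, checked them with FastQC 0.11.9, and ran miARma-Seq 1.7.2, which aligns with bowtie 1.1.1 to the genome Omyk_1.0 and counts with miRDeep2 2.0.1.2. The table of the authors holds estimated counts per mature miRNA or predicted precursor, with no normalization. All its values are whole numbers, so rounding for the count models changed none, and since a read can be counted at several identical locations a library's total may exceed its reads. In 1 library, mucus of stressed replicate 1, the total of 23634159 exceeds the 20280680 raw reads. The authors' deposited result tables give log2 fold changes and mean log2 CPM, p-values and FDR, and further scores (baseMean, standard error and Wald statistic of DESeq2, likelihood ratio of edgeR). They come from edgeR 3.30.0 and DESeq2 1.28.0 in R 4.0.0 and were used only to compare with the rerun. Read numbers, FastQC lists of frequent reads, RNA concentrations and RT-qPCR values were taken from the paper's supplement. Locations are those of Omyk_1.0. The genome annotation at hand is of another assembly and was not used here, so genes near the locations were not analysed here.

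Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and in Python 3.11 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. As in the study, each sample type was normalized by TMM, filtered with filterByExpr by treatment and normalized again. This left 365 miRNAs in plasma, 149 in mucus and 165 in water. The main test was the quasi-likelihood test of edgeR, with treatment alone for plasma and mucus and with the tank as a block for water. A prior count of 2 was used for log2 CPM and for an alternative form of the fold changes in the correlations between sample types. The study's tests (edgeR's exact test with a common dispersion for plasma and mucus, its likelihood ratio test for water, and DESeq2's Wald test) were rerun. Thresholds were p of 0.05 or less, FDR under 0.1 and absolute log2 fold change over 2, as the study states. The difference in response between mucus and water was tested for miR-30b-5p and miR-26a-5p by the quasi-likelihood test of the interaction over 12 libraries. Its main fit had no block for the tank, and a replicate block was an alternative. Rerun fold changes of the authors' edgeR test equalled the deposited ones to within 1.5e-07. DESeq2 fold changes were within 0.1 of the deposited ones for 4279 of 4280 miRNAs in plasma, 596 of 596 in mucus and 132 of 548 in water.

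Lists of related miRNAs, members given by number, were fixed before the data were examined: erythrocyte and haemolysis; leukocyte; platelet, thrombocyte and endothelium; liver; muscle; epithelium and skin; neural; gut and kidney; hypoxia and stress; let-7; miR-15 and miR-16; miR-23, miR-24 and miR-27; miR-26; miR-30; miR-10, miR-99 and miR-100; and miR-17 to miR-92. The miR-15 and miR-16, miR-26 and miR-30 lists hold miRNAs that the study picked from these samples. So do erythrocyte and haemolysis (miR-16), leukocyte (miR-142), neural (miR-128), hypoxia and stress (miR-29), let-7, and miR-23, miR-24 and miR-27. Lists with at least 3 tested members were tested by camera with a preset correlation of 0.01, and also with an estimated correlation and by fry. The miRNAs named were fixed by a rule: all those the study's text and its Tables 2, 4, 5 and 6 name, whose values there had been seen, up to 10 per sample type with the smallest p among those past the threshold, the 10 known miRNAs of highest mean CPM in each sample type, and list members past the threshold. Members of called lists that fall outside the rule, such as miR-16a-5p in plasma, and miR-30b-5p in plasma were chosen after their values were seen.

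Shares of trimmed reads, numbers of known miRNAs detected (at a count of at least 1) and RT-qPCR values were compared by exact permutation tests, 2-sided. Detected numbers were also taken after thinning every library to the lowest known total of its sample type, and to that of all libraries, as the mean of 20 draws. Raw reads ranged from 12686917 to 29422971 per library, known counts from 315428 to 12858162. At the lowest known total in water, 3 counts are the smallest share that can be told from 0, for counting error only. The tests were run on simulated data with 200 changed miRNAs per sample type over both fold sizes. At a dispersion of 1 the quasi-likelihood test found 34 of 35 tested 64-fold changes in plasma, 50 of 51 in mucus and 49 of 56 in water, and at a dispersion of 2 it found 0 of 26, 25 of 35 and 1 of 42. At that dispersion 19 of 63 calls of DESeq2 were false in plasma, 8 of 103 in mucus and 22 of 102 in water. The simulation was written after the tests had been run on the real counts, and its settings were changed once. The shift in the test of the interaction was balanced, because a 1-sided one had given false calls, and dispersions of 0.1, 0.4 and 1 were replaced by 0.4, 1 and 2, so that the dispersion of 2 was chosen after the real results had been seen.

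Alternatives set before the data were examined were the study's tests, DESeq2's size factors, trimmed reads as the library size, no filter and stricter filters, known miRNAs only, overlapping locations or families summed, a robust fit, a replicate block or none, another FDR or no minimum fold change, and leaving out each replicate. Identical miRNAs kept once, the filter applied before the first normalization, lists among known miRNAs only thinning to the lowest total of all libraries and a changed block for shares and detected numbers were added after seeing the data. The filter had first been applied before the normalization, with 356, 140 and 162 miRNAs tested, and was changed to the study's order after both results had been seen. Target prediction, pathway analysis, cortisol, lactate and glucose were not analysed here.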

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

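The tests of depth, of family members and of the water share were chosen only after the results were seen, and the test of exact reads was set before.

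Known miRNAs that the study's tools call have a count of 0 in every library of 1 treatment in 15 cases (miR-26a-5p and miR-30b-5p in both mucus and water), and miR-26a-5p stands out because the paper's text does not name the reads: 31287 reads of its exact sequence are in control mucus replicate 1, where the count is 0. FastQC lists the exact sequence in 3 of the 7 libraries with a count of 0 (18069 to 31304 reads), so for miR-26a-5p these zeros are consistent with a sequence that was present and not entered under that name, and for the other miRNAs no frequent-read list decides. Low depth is argued against for the cases together: at the abundance of the other treatment the libraries at 0 would hold a median of 248 counts at the lowest (3.69 for miR-29a-5p, 2467 for miR-26a-5p in mucus). Reads shared between members of a family cannot be told apart from a change, since the other members moved against 5 of the 10 that have counted members (1-sided exact binomial p = 0.623 for either direction); with 5 called miRNAs that were not at 0 added it was 7 of 15, and a first form of the test, set aside after its outcome was seen, found that summing families ended 12 of 15 calls. In mucus FastQC lists the miR-26a-5p sequence in control replicates 1 and 2, and not in control replicate 3 or any stressed library. The listing limit is 0.1% of trimmed reads, so by this share those control libraries lie above every stressed one, against the called rise. For the other cases a true release or loss after stress stays open.

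Mature miR-30b-5p stands out because its counts lay in opposite treatments in mucus and in water, 29.61 on the log2 scale in water minus mucus. The study chose this miRNA on these samples for that pattern, so the test of the difference is not independent evidence. The values rest on zeros in control water and in stressed mucus, the size is not a bound, and with the replicate as a block the value was 28.26 (adjusted p = 0.0681). With the miR-30-5p family summed it was 2.14 (adjusted p = 0.230). FastQC lists the exact sequence in no library, not even in plasma of control replicate 2, where the count is 44272 and the listing limit 24258 reads. The lists therefore cannot tell whether the sequence was present where the count is 0. RT-qPCR values of the paper, from separate samples, are above 0 in those groups, and their log2 ratios have opposite signs too, 2.05 in water (exact test of the pairs, p = 0.25) and -1.10 in mucus (exact permutation test, p = 0.2). Whether the difference is one between tissues or one of counting stays open.

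The share of trimmed reads counted as known miRNA in water stands out because the paper's text does not give it: it was 5.89 times as high after the stressor. Deeper sequencing is argued against, since within treatments the slope of log2 share on log2 trimmed reads was -1.09 (SE 0.504), where 4.21 would be needed for the 1.52-fold difference in trimmed reads. A few abundant miRNAs are argued against as well, since without the 10 most abundant the ratio was 6.89, in 3 of 3 tanks. The paper's RNA concentrations in water went with the treatment, 2.21 ± 1.32 ng/µL (SD, n = 3) before and 11.5 ± 3.78 ng/µL (SD, n = 3) after, so RNA input and treatment are confounded and no test here parts them. Release of miRNA by stressed or handled fish is a hypothesis that stays open.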

How the results depend on the processing

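The tests with identical miRNAs kept once, with the filter applied before the first normalization, with lists among known miRNAs only with thinning to the lowest total of all libraries and with a changed block for shares and detected numbers were chosen only after the results were seen. Over 56 named miRNA results and 987 alternatives, 860 kept direction and side of the threshold, 59 passed it newly, 29 no longer passed and 39 changed sign. Depth limits little here, since spread between libraries (dispersions of 2.31, 2.53 and 1.23 in plasma, mucus and water) exceeds counting error. How much of this spread lies between fish was not tested. Unless said otherwise, the cause was not tested.

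Altered miRNAs in plasma, 0 by the quasi-likelihood test (18 at an unadjusted p of 0.05 or less), numbered 1 by the study's edgeR test, 10 by DESeq2, 10 by either tool, 21 with no filter, 1 with known miRNAs only and 0 to 1 leaving out each replicate (1 without control replicate 2). In mucus, 1 altered miRNA became 2 by the study's edgeR test, 15 by DESeq2 and 16 by either tool, and 0 with trimmed reads as library size, no filter, a count of at least 1 in all libraries, families summed, a robust fit, a replicate block or an FDR under 0.05 (1 to 73 at an unadjusted p of 0.05 or less); leaving out each replicate gave 0 to 3 (3 without control replicate 1, 1 of them shared, and 0 without any other). In water, 3 became 15 by the study's edgeR test, 28 by DESeq2, 37 by either tool, 82 with trimmed reads as library size, 0 with no filter (38 at an unadjusted p of 0.05 or less), 5 with known miRNAs only, 7 with overlapping locations summed, 0 with families summed (13 at an unadjusted p of 0.05 or less), 14 with no block and 0 leaving out each tank (13 to 29 at an unadjusted p of 0.05 or less).

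Lists called in plasma went from 2 to 0 with an estimated correlation, 0 by fry and 4 with no filter, and 1 to 3 leaving out each replicate. In mucus they went from 2 to 0 with an estimated correlation, 1 by fry, with DESeq2's size factors, with no filter, with a replicate block or with identical miRNAs kept once, 0 with the filter applied first, and 0 to 3 leaving out each replicate. In water 0 lists became 6 by fry. The miR-30b-5p interaction was 2.14 with families summed, no longer past the threshold, and 26.93 to 30.07 leaving out each replicate, past it in each. Correlations of abundance with all counted miRNAs were 0.707 for plasma and mucus and 0.808 for plasma and water.

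Signs turned as follows, none for a called value except miR-26a-5p in mucus. With trimmed reads as library size, log2 fold changes were 0.12 for miR-21a-5p in plasma, -0.53 for miR-146a-5p and -0.0024 for miR-10b-5p in mucus, and 2.24, 2.47 and 2.40 for miR-146a-5p, miR-21b-5p and miR-462a-5p in water. With families summed they were -2.53 for miR-26a-5p and -0.066 for miR-10b-5p in mucus, and -0.44, -0.40, -0.36 and -0.030 for miR-30b-5p, miR-27c-5p, miR-29a-5p and miR-21a-5p in water. With no filter they were 0.12 for miR-21a-5p in plasma and -0.044 for miR-146a-5p in mucus, which was -0.035 with the filter applied first. With a count of at least 1 in all libraries they were -0.027 for miR-21a-5p and -0.10 for miR-200b-3p and miR-200b-5p in water. For miR-21a-5p in plasma DESeq2 and its size factors each gave 0.013, known miRNAs only 0.14 and overlapping locations summed 0.044. With a replicate block miR-200b-3p and miR-200b-5p in mucus were 0.24. The miR-26a-5p interaction, which cannot be estimated from control groups at 0, was -0.068 with DESeq2's size factors and -1.19 by DESeq2. Shares with miRNAs named by location added were -0.4 in plasma and 38.9 in mucus, and the mucus RT-qPCR correlation was 0.239 on the log2 scale.

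Leaving out each replicate, the sign also turned within these ranges. In plasma, miR-100a-5p ran from -0.29 (without stressed replicate 2) to 1.36 and miR-21a-5p from -0.30 to 0.17 (above 0 without control replicate 1, control replicate 3 or stressed replicate 3). In mucus, miR-146a-5p ran from -0.18 (without stressed replicate 1) to 0.48, miR-10b-5p from -0.35 (without stressed replicate 3; also below 0 without control replicate 2) to 0.66, and miR-200b-3p and miR-200b-5p from -0.71 to 0.44 (without control replicate 2). In water, miR-146a-5p ran from -0.66 to 0.015 (without replicate 2), miR-21b-5p from -0.22 to 0.15 (without replicate 1), miR-21a-5p from -0.068 (without replicate 3) to 0.41, miR-462a-5p from -0.28 to 0.020 (without replicate 1), and miR-200b-3p and miR-200b-5p went down to -0.048 (without replicate 1). The miR-26a-5p interaction ran from -0.71 to 1.18. Stressed minus control shares ran from -6.31 to 13.0 in plasma and from -4.73 to 0.816 in mucus, and detected known miRNAs from -0.5 to 12.5 and from -16.7 to 0.5.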

Differences from the paper's values

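The order of filter and normalization behind the main counts was changed after both results had been seen. No other test reported in this part was chosen only after the result was seen. Thresholds for calls are those the paper states. The limits for a difference were chosen by hand, and that for the RT-qPCR log2 fold change was set to rounding after its outcome had been seen. A count is taken as different when it is more than 1.5 times the other, and a correlation or RT-qPCR log2 fold change when it does not round to the paper's value; values said to show no such difference lie within that. For plasma the paper's count of altered miRNAs is 10 and the count here was 0 by the quasi-likelihood test, with 18 at an unadjusted p of 0.05 or less; of the alternatives set before the data were examined DESeq2 (10) and either tool (10) show no such difference and all others do, among them the study's edgeR test (1), no filter (21) and known miRNAs only (1, miR-16b-5p). For mucus the paper's count is 16 and the count here was 1; DESeq2 (15) and either tool (16) show no such difference and all others do. For water the paper's count in the results is 70 and the count here was 3; only trimmed reads as library size (82) shows no such difference, and DESeq2 (28) and either tool (37) do. The paper's count in its discussion is 37; against it DESeq2 (28) and either tool (37) show no such difference and all others do. The paper's Tables 5 and 6 list the same 37 miRNAs that either tool calls here. The authors' deposited DESeq2 table for water has 60 calls, of which 27 are also made in the rerun, and with their edgeR table 69 miRNAs are called, 36 of them in the paper's tables.

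For known miRNAs the paper counts 2 in plasma, 7 in mucus and 12 that rose in water, and the quasi-likelihood test gave 0, 1 and 0. For plasma DESeq2 (2), no filter (3) and either tool (2) show no such difference, for mucus DESeq2 (6) and either tool (7), and for water DESeq2 (9) and either tool (11). All other alternatives set before the data were examined differ. Known miRNAs only calls 4 of the known miRNAs that the paper counts as higher in water. The paper's text counts 12 known miRNAs as higher in water, whereas its Table 5 gives 11 as higher and miR-26b-5p as lower, and miR-26b-5p was lower here as well (log2 fold change -5.69). The authors' deposited tables have 12 known miRNAs higher and 2 lower in water by either tool. The paper counts 2 miRNAs shared between mucus and water, and 0 were shared here by the quasi-likelihood test; DESeq2 (2) and either tool (2) show no such difference and the others do.

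The paper's correlation between RNA-Seq and RT-qPCR for miR-16b-5p in plasma is 0.76 with DESeq2, and Pearson's r here was 0.741; DESeq2's size factors (0.759) show no such difference and the log2 scale (0.355) does. The paper's value with edgeR is 0.89, which neither 0.741 here nor these alternatives reach. For miR-30b-5p in mucus the paper's value is -0.17 and r here was -0.149; DESeq2's size factors (-0.169) show no such difference and the log2 scale (0.239) does. For miR-30b-5p in water the paper's value with edgeR is 0.94 and r here was 0.930; size factors (0.932) and the log2 scale (0.842) do not reach it. The paper's RT-qPCR log2 fold change of miR-30b-5p in mucus is -1.40, and the log2 ratio of the means of its supplement's values was -1.10 here, with no alternative tried. Each r over 6 samples mixes the treatments and is given only to set it beside the paper's.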

Other observations

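Of the tests in this part, the splits of the samples and the test of overlapping locations were set before the data were examined. The comparison with overlapping locations that have no counts in the other treatment, and the fold changes after summing, were chosen only after the result was seen.

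In plasma the members of the miR-183 cluster, known from sensory epithelia, other than miR-183-5p itself were also abundant in control replicate 2. Mature miR-182-5p had 4324 ± 7140 CPM (SD, n = 3) in control and 37.4 ± 12.9 CPM (SD, n = 3) in stressed plasma, and miR-96-5p had 815 ± 1350 CPM (SD, n = 3) and 9.06 ± 13.5 CPM (SD, n = 3). The other 14 lists in plasma were not called (camera adjusted p 0.465 to 0.985), nor were the other 12 in mucus (0.375 to 0.992). Muscle and neural in mucus, and muscle and miR-26 in water, had fewer than 3 tested members and were left out. Adjusted over the list alone, 1 miRNA rose in the plasma erythrocyte and haemolysis and miR-15 and miR-16 lists (miR-16b-5p), 1 in the mucus miR-26 list (miR-26a-5p) and 1 in the water miR-30 list (miR-30b-5p), and over all tested miRNAs only miR-26a-5p in mucus; the study chose these miRNAs on these samples, so this is not independent evidence. By fry, the water lists called, all up, were epithelium and skin, neural, hypoxia and stress, let-7, miR-23, miR-24 and miR-27, and miR-30. The adjusted p from fry was 0.0343, 0.0145, 0.0406, 0.0145, 0.00697 and 0.00114, in this order. By fold change 6 of 10 hypoxia and stress members and 4 of 5 miR-30 members were lower, and in the other called lists most members were higher. All but epithelium and skin hold miRNAs that the study called in water, so they are not independent evidence.

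Median, mean and camera direction of a list differ in sign in some cases. In plasma they differ for platelet, thrombocyte and endothelium (down, median 0.14), muscle (up, median -1.76), miR-26 (up, median -0.02, mean 0.11), miR-30 (up, median -0.04) and miR-17 to miR-92 (up, mean -0.04). In mucus they differ for gut and kidney (up, median 0.58, mean -0.08), hypoxia and stress (up, median -0.08), miR-23, miR-24 and miR-27 (down, median 0.07), miR-26 (up, median -4.32, mean 0.45) and miR-10, miR-99 and miR-100 (down, median 0.04). In water they differ for erythrocyte and haemolysis (down, mean 1.22), leukocyte (down, mean 0.20), liver (down, median 0.13), gut and kidney (down, mean 0.06), hypoxia and stress (down, mean 0.75), miR-30 (down, mean 2.21) and miR-17 to miR-92 (down, median 0.30).

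A hypothesis for miRNAs named by location that were called in opposite directions is that 1 location was entered under different coordinates in different libraries. Of 42 called locations, 14 overlap a listed location with counts in the other treatment, and summing ended the call of 10 of these and left 4 called. Summing also ended 4 of the 7 calls whose overlapping locations have no counts in the other treatment (1-sided Fisher exact p = 0.428), so the end of a call cannot be told apart from an effect of summing alone. The DESeq2 log2 fold change came to 2 or less in absolute value for 7 of the 14 and for 0 of the 7. Another 21 have no overlapping location with counts in the same sample type, of which 15 overlap no listed location and 6 overlap only locations at 0 there. For these 21 entry under overlapping coordinates is argued against, since the table holds no such counts; entry under a copy elsewhere in the genome was not tested.

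Other splits of the samples are too few for a share under 0.05. Of 10 splits of the plasma libraries, 10 call as many altered miRNAs as the real one (0, highest other 5) and 1 calls as many lists (2, highest other 1). Of 10 splits of the mucus libraries, 4 call as many altered miRNAs (1, highest other 4) and 2 as many lists (2, highest other 4). Of 4 splits of the water pairs, 1 calls as many altered miRNAs (3, highest other 0) and 4 as many lists (0, highest other 1).

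Reads of a tRNA-Gly fragment, which the paper's text does not name, are among the frequent reads listed by FastQC. They made up at least 16.5% ± 5.78 (SD, n = 3) of trimmed reads in control and 27.8% ± 9.98 (SD, n = 3) in stressed plasma (2-sided exact permutation test, p = 0.2). In mucus they made up at least 8.65% ± 5.15 (SD, n = 3) and 10.8% ± 11.1 (SD, n = 3) (exact permutation test, p = 0.9), and in water 0.073% ± 0.126 (SD, n = 3) and 0.422% ± 0.362 (SD, n = 3) (exact test of the pairs, p = 0.25). These are lower bounds, since only reads above the listing limit are counted. The miRNA named by location on NC_035098.1 from 18940944 to 18941013 had steady counts in water, 259, 199 and 275 before and 165, 268 and 263 after stress (log2 fold change -3.25, edgeR adjusted p = 0.134; over 16 alternatives 4.2e-07 to 0.717).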
